# p53R245W Mutation Fuels Cancer Initiation and Metastases in NASH-driven Liver Tumorigenesis

**DOI:** 10.1158/2767-9764.CRC-23-0218

**Published:** 2023-12-29

**Authors:** Denada Dibra, Mihai Gagea, Yuan Qi, Gilda P. Chau, Xiaoping Su, Guillermina Lozano

## Abstract

Obesity is a significant global health concern. Non-alcoholic fatty liver disease and non-alcoholic steatohepatitis (NASH) are common risk factors for hepatocellular carcinoma (HCC) and are closely associated with metabolic comorbidities, including obesity and diabetes. The *TP53* tumor suppressor is the most frequently mutated gene in liver cancers, with half of these alterations being missense mutations. These mutations produce highly abundant proteins in cancer cells which have both inhibitory effects on wildtype (WT) p53, and gain-of-function (GOF) activities that contribute to tumor progression. A Western diet increases p53 activity in the liver. To elucidate the functional consequences of *Trp53* mutations in a NASH-driven liver tumorigenesis model, we generated somatic mouse models with *Trp5*3 deletion or the missense hotspot mutant p53R245W only in hepatocytes and placed mice on a high-fat, choline-deficient diet. p53R245W in the presence of diet increased fatty liver, compensatory proliferation in the liver parenchyma, and enriched genes of tumor-promoting pathways such as KRAS signaling, MYC, and epithelial–mesenchymal transition when compared with controls in the premalignant liver. Moreover, p53R245W suppressed transcriptional activity of WT p53 in the liver *in vivo* under metabolic challenges, and shortened survival and doubling of HCC incidence as compared with control heterozygous mice. Complete loss of *Trp53* also significantly accelerated liver tumor incidence and lowered time-to-tumor development compared with WT controls. p53R245W GOF properties increased carcinoma initiation, fueled mixed hepatocholangial carcinoma incidence, and tripled metastatic disease. Collectively, our *in vivo* studies indicate that p53R245W has stronger tumor promoting activities than *Trp53* loss in the context of NASH.

**Significance:**

Using somatic NASH-driven mouse models with p53 deletion or mutant p53R245W only in hepatocytes, we discovered that p53R245W increased carcinoma initiation, fueled hepatocholangial carcinoma incidence, and tripled metastases.

## Introduction

According to the World Obesity Atlas 2023, over 4 billion adults and nearly 3 million children will be overweight or obese by 2035, a significant global health concern (1). Hepatocellular carcinoma (HCC) has the fastest rising cancer mortality in the United States and develops primarily in the context of chronic inflammation (2). Non-alcoholic fatty liver disease (NAFLD) is also a common risk factor for HCC and is closely associated with metabolic comorbidities, including obesity and diabetes (2). The incidence of NAFLD, non-alcoholic steatohepatitis (NASH), liver fibrosis, and HCC are expected to continue increasing in the United States. Because of increases in obesity and diabetes, Texas has the highest age-adjusted HCC incidence and mortality rate nationwide (3).

Liver cholangiocarcinoma (CCA) is the second most common liver cancer. Prognosis of these cancers is particularly dismal. Like HCCs, obesity and chronic inflammation are major risk factors for these cancers (4). CCAs were conventionally thought to arise from the biliary duct epithelium; however, recent studies indicate that both hepatocytes and cholangiocytes may give rise to these tumors (5, 6). Such plasticity between cell lineages is particularly more prevalent if the liver is injured (6). Consistent with hepatocyte-to-cholangiocyte reprogramming and plasticity, liver carcinomas can range from HCC to CCA, and intermediates such as hepatocholangial carcinomas (HCC-CCA). These HCC-CCAs have pathologic features of both HCC and CCA, where these features are adjacent or intermixed. Overall survival of patients with these mixed tumors is poor, similar to that of CCAs (7). Intriguingly, genomic sequencing revealed that these mixed tumors were of monoclonal origin, suggesting cellular plasticity/reprogramming accounts for the morphologic heterogeneity of the histopathologic features (7, 8).

*TP53* is the most common altered gene in cancers. This transcription factor is activated in response to stressors such as DNA damage, oxidative stress, inflammation, oncogenic mutations, and metabolic challenges (9). Unlike most tumor suppressors that are usually deleted in cancers, the most frequent alterations in p53 are missense mutations, clustering in particular hotspots in the DNA binding domain, which results in loss of DNA binding. Loss of the other wildtype (WT) allele is also frequent. Furthermore, these missense mutant proteins, unlike WT p53, are highly stable and abundant in cancer cells (10). Such unusual mutational profile and presence of a highly stable protein in the cancer cells led to the hypothesis that these missense mutants have inhibitory effects (IE) on WT p53 and gain-of-function (GOF) properties (9, 11–15). Missense mutants can bind WT p53 and impair its transcriptional activities, termed IE. Xiong and colleagues showed that mice with p53 germline missense mutations (*p53^R248W/+^*, *p53^R270H/+^*, and *p53^R172H/+^*) when treated with low-dose ionizing radiation have lower activation of canonical p53 targets *in vivo* than *p53±* mice (16). In addition, IE of mutant p53 is also prevalent in myeloid malignancies (17). p53 GOF properties are defined as additional functions observed with missense mutants as compared with p53 deletions. For example, studies by Pourebrahim and colleagues found that somatic osteosarcomas expressing the p53R172H mutant doubled the metastatic rate when compared with ones with *p53* loss (18). Similarly, other studies indicate that p53 mutants confer increased metastasis in mouse models and patients (11, 14, 16, 19, 20). Furthermore, genetic studies show that some tumors are dependent on mutant p53 for growth (21, 22). In sum, both inhibitory and GOF are evident *in vivo* under different contexts.

*TP53* is a tumor suppressor and is the most altered gene in HCCs and HCC-CCAs (8, 23). Forty six percent of liver HCCs alter p53, 50% of which are missense mutations. Systemic metabolic challenges, such as a Western diet, stress the liver and fuel liver tumorigenesis (24). In mice, germline mutant p53R172H in concert with immune regulator IL27 receptor deficiency results in spontaneous and sustained liver inflammation, steatosis, and fibrosis (25). With age, these mice develop hepatocyte necrosis, immune cell infiltration, fibrosis, and microsteatosis and macrosteatosis, all phenotypic characteristics of NAFLD and NASH patients. Neither mutant p53, or IL27 receptor deficiency alone results in a liver phenotype (25). These data underscore the strong and cooperative relationship between inflammatory signals and p53 missense mutants particularly in the liver.

The germline models described above do not recapitulate somatic p53 mutations only in liver cells. Given the high prevalence of p53 alterations in liver cancers, it is unknown whether livers with specific p53 alterations respond to metabolic challenges and shape tumor initiation and disease progression. Therefore, we generated a somatic mutant p53R245W model and sought to elucidate the functional consequences of p53 alterations systematically in a NASH-driven liver tumorigenesis model. We discovered that p53R245W suppresses transcriptional activity of WT p53 in the liver *in vivo* under metabolic challenges, and doubles HCC incidence. However, although we observe inhibitory function of p53R45W on p53 WT activity, it is the p53R245W GOF properties that contribute to increased carcinoma initiation, progression, and metastasis.

## Materials and Methods

### Mice

Previously characterized *Trp53^fl/fl^* (26), *Trp53^wm245/+^* (27), *Alb-cre* transgene [a kind donation from Dr. Michele Barton's lab (28)], were bred and crossed to generate *Trp53^fl/fl^*, *Alb-Cre^Tg^* or *Trp53^wm245/fl^*, *Alb-Cre^Tg^*. Cre-negative or Alb-Cre^Tg^ littermate were used as controls. All animals were maintained in the MD Anderson animal facility. All mice were monitored daily. Animals with signs of physical distress were euthanized. All animal studies and procedures were approved by the Institutional Animal Care and Use Committee at MD Anderson Cancer Center. Primer sequence for genotyping is found in Supplementary Table S1. Animals were fed at 3 weeks of age rodent diet with 45 kcal% fat without added choline (D05010402, Research Diets). All animals were euthanized when they had health issues, moribund, or reached 2 years of age. Because of age and poor diet, animals had poor breathing, some had lymphomas (which are common with age), extreme pruritis and skin issues to name a few. Liver of each animal was observed grossly upon dissection and each liver from each animal was paraffin-embedded, processed and hematoxylin and eosin (H&E) were examined by from the pathologist blindly. Liver tumor incidence was annotated if liver tumors were confirmed by the pathologist.

### Histology and Pathology

Tissues harvested from mice were fixed in 10% neutral buffered formalin and paraffin embedded. 4-µm sections were stained with H&E and examined by light microscopy. Tissue processing, paraffin embedding, sectioning, and H&E staining were performed by the MD Anderson Department of Veterinary Medicine and Surgery Histology Laboratory. Tissues were scored blindly by the pathologist. To evaluate liver tumor incidence in the liver at 8.5 months on the diet, livers were sectioned vertically every 5 mm, positioned face down, and H&E slides were evaluated for tumor incidence. The diagnostic criteria are as follows. Oval cell hyperplasia: often originating from the portal areas, entail a single or double row of oval cells between hepatocytes that sometimes appear as duct-like structures. These cells have small oval or round nuclei surrounded by scant pale basophilic cytoplasm and have uniform size and shape. Commonly, there are multiple foci of hyperplastic oval cells throughout the hepatic parenchyma. Bile duct hyperplasia: increased number of small normal bile ducts observed in the portal regions. These bile ducts have well-differentiated epithelial cells, which sometime can be dilated or forming cyst-like structures (cystic biliary hyperplasia). Hepatocellular hyperplasia or hepatocellular hyperplastic nodule: consists of focal areas of hypertrophic and hyperplastic hepatocytes forming a nodular structure but maintaining normal lobular architecture of hepatic parenchyma. The hepatocytes are enlarged and/or increased in number with distinct cytoplasmic morphology and tinctorial pattern. This is a proliferative non-neoplastic change of hepatic parenchyma. Hepatocellular adenoma: is a benign neoplastic lesion of liver consisted of hyperplastic hepatocytes with loss of normal lobular architecture of hepatic parenchyma. In contrast to focal hepatocellular nodules, the hepatocytes form a nodular lesion which is sharply demarcated from surrounding normal liver parenchyma and compresses adjacent normal hepatocytes. Hepatocytes have abnormal cytoplasmic morphology and tinctorial staining pattern and enlarged nuclei. Cholangioma: is a benign neoplastic lesion of bile ducts, which consists of hyperplastic well-differentiated cuboidal epithelial cells forming duct or acini structures. These lesions are well demarcated from the surrounding hepatic parenchyma, and the acini are lined by a uniform layer of cuboidal epithelial cells without invasion into surrounding tissue. Cystic glands could also be observed. The stroma is also sparse in these lesions. Hepatocholangiocellular adenoma: this is a benign neoplastic lesion which has combination of hepatocellular adenoma and cholangioma described above. HCC: this is a malignant neoplasm of liver composed of markedly pleomorphic hepatocytes with invasive growth and loss of hepatic lobular architecture. Neoplastic hepatocytes form either trabecular structures of three or more layer of hepatocytes, acinar structures, adenoid structures of basophilic cuboidal cells, or solid structures of poorly differentiated small, pleomorphic or spindle-shaped hepatocytes. Furthermore, cellular atypia and invasive growth is present. CCA: is a malignant tumor of bile duct epithelium, which unlike cholangioma is characterized by markedly pleomorphic epithelial cells with invasive growth into surrounding hepatic parenchyma, vascular and lymphatic structures. Often, there is moderate to marked amount of hyperplastic fibrous stroma between neoplastic epithelial cells. Hepatocholangiocellular carcinoma: this is a malignant tumor which has features of both HCC and CCA described earlier. The tumor cells are markedly pleomorphic with aggressive invasion into surrounding normal tissues or intravascular metastases.

### RNA Extraction

Flash-frozen tissue was pulverized, and total RNA was prepared using TRIzol Reagent (Invitrogen) and purified using the RNeasy mini kit (Qiagen). Briefly, appropriate 500 µL of TRIzol was added to homogenized tissues and incubated at room temperature for 5 minutes. Chloroform was then added to the tissue/TRIzol mixture and mixed by vortex (chloroform:TRIzol, 1:5 in volume). After incubating at room temperature for 3 minutes, the chloroform/tissue/TRIzol mixture was centrifuged at 12,000 × *g* at 4°C for 30 minutes. The upper phase was transferred to a new tube; 1.5 volumes of 100% ethanol was added to the upper phase, mixed thoroughly by inverting several times, loaded to RNeasy spin column as per manufacture's protocol (Qiagen).

### LOH

LOH was examined by PCR analysis using primers surrounding the mutated site in exon 7 of the Trp53wm-R245W allele, followed by sequencing: 5′-CGGTTCCCTCCCATGCTA-3′, reverse: 5′-AGCGTTGGGCATGTGGTA-3′. The criteria for determining the status of WT *Trp53* alleles are based on the peaks of the mutant and WT allele: (i) if the peaks length is similar between the two for both mutations, then no LOH has occurred, (ii) if only the mutant peak is observed, then complete LOH has occurred, and (iii) if the WT peak is shorter than the mutant, partial LOH as occurred.

### RNA Sequencing

RNA extraction was performed as above. RNA sequencing (RNA-seq) was performed at MD Anderson ATGC with HiSeq4000, generating 76-bp pair end reads. The sample library was prepared using Illumina TruSeq stranded protocol. RNA-seq FASTQ files were processed through FastQC (RRID:SCR_014583), a quality control tool to evaluate the quality of sequencing reads at both the base and read levels. Samples passed FastQC were taken into subsequent analysis. STAR alignment to the GRCm38 was performed with default parameters to generate RNA-seq BAM files (29). Aligned reads were summarized at the gene level using STAR. Gene-level annotation was carried out using the GENCODE (RRID:SCR_014966) annotation, which was downloaded from the GENCODE project (30). The raw count data were processed and normalized by Deseq2 (RRID:SCR_015687) software to identify differentially expressed genes (DEG) between two groups (31). The final *P* value was adjusted using the Benjamini and Hochberg method. A cutoff of gene expression log_2_ fold change of ≥1.0 or ≤−1.0 and an FDR *q*-value of ≤0.05 was applied to select the most significant DEGs. 

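The cutoff was applied to the read counts of the livers of 3 LP+/+, 2 LPfl/+ and 3 LP245/+ mice with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, for the 16496 genes that passed edgeR's filter on low counts. In LP245/+ compared with LP+/+, 1 gene passed the cutoff, Cdkn1a, which was lower in LP245/+, and 978 genes had an unadjusted p below 0.05. In LPfl/+ compared with LP+/+, 0 genes passed it, 1137 had an unadjusted p below 0.05, and the smallest adjusted p was 0.697. In LP245/+ compared with LPfl/+, 0 genes passed it and 1404 had an unadjusted p below 0.05. The smallest adjusted p of that last comparison was 0.0818, for Fgf21, a gene named after its values were seen, which was higher in LP245/+ by a log2 fold change of 1.57 (standard error 0.17). Without the filter on low counts, 20, 14 and 122 genes passed the cutoff in the 3 comparisons, and in LPfl/+ compared with LP+/+ the number moved most without LP+/+ replicate 1, to 59. With DESeq2, the tool of the paper, 10 genes passed it in LP245/+ compared with LP+/+, 4 higher and 6 lower, of which 1 was shared with edgeR. DESeq2 called 9 genes in LPfl/+ compared with LP+/+ and 56 in LP245/+ compared with LPfl/+, of which edgeR called 0. The library numbers of the samples fall into 2 series, the first with the 3 LP245/+ and 2 of the LP+/+ libraries and the second with the remaining LP+/+ and both LPfl/+ libraries. With the series as a covariate, 3, 3 and 10 genes passed the cutoff. No series holds both LP245/+ and LPfl/+ livers, so with the covariate that comparison rests on LP+/+ replicate 1 against LP+/+ replicates 2 and 3 as the only link between the series. LPfl/+ compared with LP+/+ then rests on LP+/+ replicate 1 alone.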

Differential expression analysis was further evaluated using pathway enrichment tools including gene set enrichment analysis (GSEA; ref. 32). MEME Motif Aligment & Search Tool (MAST, RRID:SCR_001783) was used to search promoters (10 kb upstream of starting site) of DEGs (33). MEME-SEA was used to uncover upstream regulators. An E value of 10 was used to score the hits. p53 motif Matrix ID MA0106.3 from Jaspar2022 was used to scan promoters. To generate slopes and *R*^2^ for each gene, normalized read counts averages per group for each gene were calculated. Slopes and *R*^2^ were calculated on these averages from animals with genotypes: LP^+/+^, LP^fl/+^, and LP^245/+^. 

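On the averages of the 3 genotypes, coded 1 for LP+/+, 2 for LPfl/+ and 3 for LP245/+, 3479 of the 49585 genes had a slope below -1 and an R² above 0.6, and 3558 genes had a slope above 1 with the same R². The averages were taken over counts divided by DESeq2 size factors. Cdkn1a had an R² of 0.995 and Aen of 0.999 on the averages, which placed them at positions 337 and 130 of the descending genes. A line through averages carries no spread between animals. The R² values listed in Supplementary Table S2 are those of a regression over the 8 animals, from which they differ by at most 1.58e-05, and the regression over the 8 animals was therefore used for the slopes and R² reported in the results.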

Genes were further ranked on these criteria: descending slope >1 and determination correlation coefficient *R*^2^ value >0.6.

### IHC and Immunofluorescence

IHC was performed using standard methods. Endogenous biotin in the liver was blocked via incubation of slides for 15 minutes with 0.001% avidin in PBS follow by 15 minutes incubation with 0.001% biotin in PBS, and tissue sections were stained with antibodies against CK19 (1:5,000, Ab133496, Abcam, RRID:AB_11155282), TRIS-EDTA pH 9.0 was used as antigen retrieval. Visualization was performed using avidin–biotin complex and DAB (3,3′-diaminobenzidine) kits (Vector Laboratories) and slides were counterstained with hematoxylin. CSP1 (1:200, Ab45956, Abcam, RRID:AB_941153, Citrate buffer pH 6.0 as antigen retrieval).

Immunofluorescence staining was performed as previously described. Paraffin-embedded tumor sections were deparaffinized and rehydrated, and antigen retrieval was performed in TRIS-EDTA pH 9.0 or Citrate buffer pH 6.0. Slides were blocked in PBS containing 3% fish gelatin (VWR) for 20 minutes. Tissue sections were incubated with anti-rabbit cleaved caspase 3 (CC3; 1:200, 9661, Cell Signaling Technology, RRID:AB_2341188, Citrate buffer pH 6.0), anti-rabbit Ki67 (1:800, Ab15580, Abcam, RRID:AB_443209, Citrate buffer pH 6.0), anti-rat, CK19 (1:50, Troma III, Developmental Studies Hybridoma Bank, TRIS-EDTA pH 9.0) overnight at 4°C, followed by an anti-p53 antibody (CM5, Leica Biosystems; 1:100) overnight at 4°C and then incubated with a secondary antibody labeled with AlexaFluor 555 and AlexaFluor 488 (Thermo Fisher Scientific; 1:600 RRID:AB_162543, RRID:AB_2633275). The sections were counterstained with DAPI (Thermo Fisher Scientific). Images were acquired using a Nikon 80i upright widefield fluorescence microscope with NIS-Elements imaging software.

### Picrosirius Red Staining

Deparaffinized sections were stained in Wiegert's Hematoxylin Kit (Solutions A & B, catalog no. 25373, Polysciences, Inc.) for 8 minutes, washed with tap water until clear (two to four times). Next, sections were stained in PicroSirius red Direct Red 80 (catalog no. 365548-5G, Sigma-Aldrich) 0.5g, in Picric Acid, Saturated (catalog no. LCS18670-1, LabChem) 500 mL for 1 hour, followed by tap water wash until clear (four to five times). Finally, sections were dipped 5 minutes in acid wash with tap water and glacial acetic acid 5 mL/Liter, two times.

### Red Oil O Staining

Red Oil O staining was performed by MD Anderson's Department of Veterinary Medicine and Surgery's histology laboratory using Red Oil O staining kit (ORK-1-IFU ScyTek Laboratories) kit according to the manufacturer's instructions.

### qRT-PCR

RNA was purified as described above. cDNA was synthesized using the iScript reverse transcription supermix kit (Bio-Rad). Quantitative PCR was performed with CFX96 (Bio-Rad), and data were analyzed using CFX Maestro Software (Bio-Rad). mRNA levels were calculated using the ΔCt method and normalized to those of large ribosomal protein (*RPLP0*). Results are expressed as fold changes relative to the controls. The qRT-PCR primer sequences are listed in Supplementary Table S1.

### Statistical Analysis

All data are represented as mean ± SEM. Graphpad 9.0 Prism (RRID:SCR_000306) was used to perform all statistical analyses. Significance of differences between groups was evaluated by Student *t* test (two groups) or ANOVA. *P* < 0.05 was considered significant, or Fisher exact test. Comparison of survival curves was done using a log-rank Mantel–Cox test.

### Data Availability Statement

RNA-seq data reported in this article have been deposited in the Gene Expression Omnibus database, GSE230057.

## Results

### p53R245W Induces Fatty Liver and Compensatory Proliferation in Hepatocytes *in vivo* under Metabolic Challenges

The most common p53 hotspots in liver cancers occur at amino acid R249, followed by R248 (34, 35). p53R249 is a frequent missense mutation due to aflatoxin B1, which is particularly common in Southern Asia and Sub-Saharan Africa (36). The p53R248 (corresponding to murine p53R245) is one of the most common missense alterations in HCCs. Given the rise of HCC incidence in the Western world associated with obesity, we sought to understand how p53R245W or p53 loss cooperate with metabolic challenges to drive liver tumorigenesis.

Western diet stresses the liver and is associated with NAFLD and NASH. We examined whether a Western diet increases p53 activity in the liver. To mimic a Western diet and fuel liver tumorigenesis, mice were placed on high-fat, choline-deficient (HFCD) diet starting at week 3 postnatally (24) for 3 months (Fig. 1A). Well-known transcriptional p53 targets such as *Bax*, *Bbc3* (*Puma*), *Perp* were significantly elevated in the livers of animals fed a HFCD diet (Fig. 1B) when compared with those fed regular chow. *Trp53* levels were also elevated. *Cdkn1a* (*p21*) levels were also elevated but did not reach statistical significance. These data indicate that a Western diet elevate p53 transcriptional activity in the liver.

**FIGURE 1:**
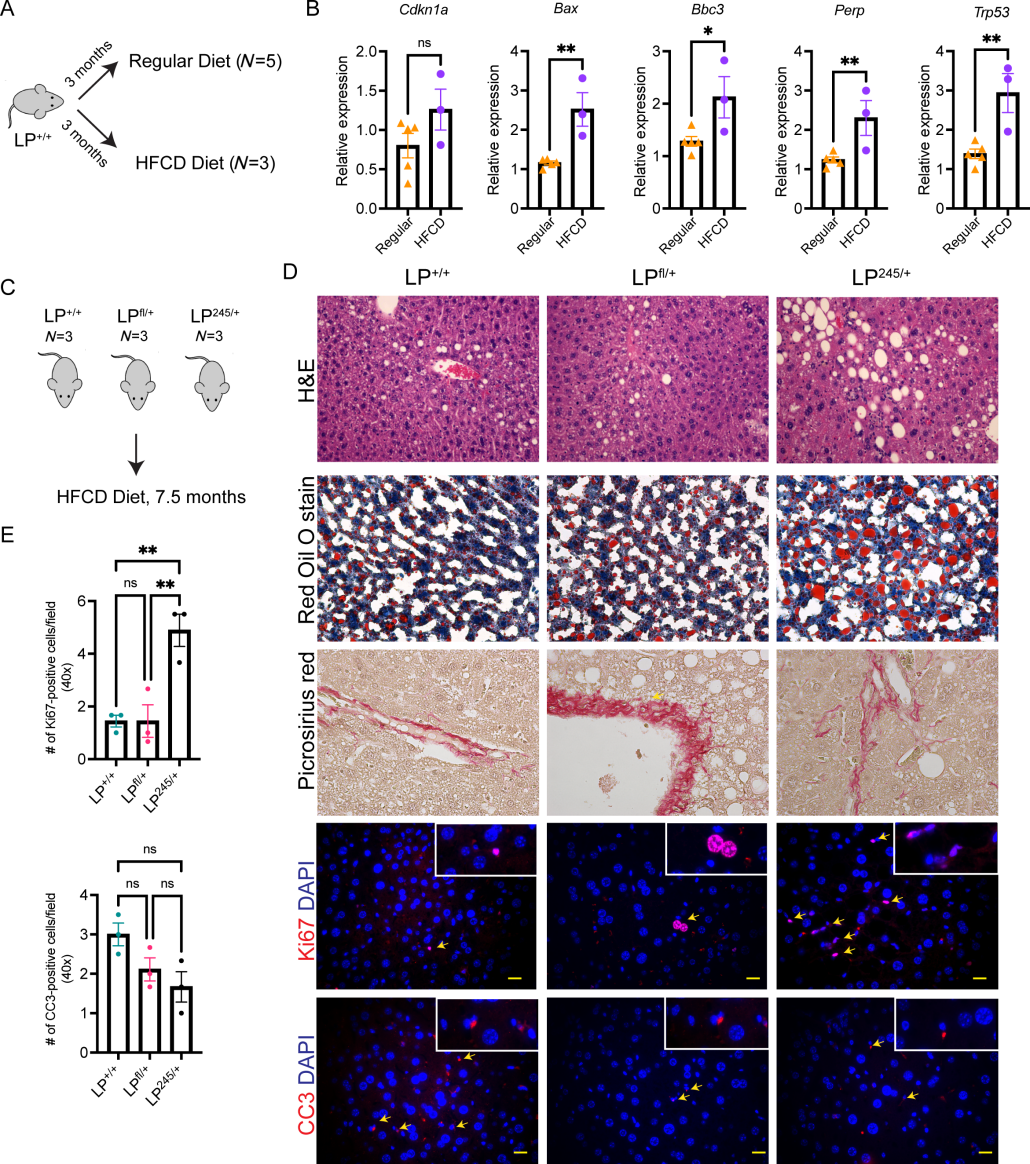
p53R245W induces fatty liver and compensatory proliferation in hepatocytes *in vivo* under metabolic challenges. **A,** Schematic of liver samples used. **B,** Expression of p53 target genes in the liver of animals fed regular chow (*N* = 5) or HFCD diet (*N* = 3) for 3 months. Each dot represents an individual animal. **C,** Schematic of animals with various genotypes fed a HFCD diet for 7.5 months. **D,** Representative H&E, Red Oil O stain, Picrosirius red, Ki67, and CC3 in liver of animals from LP^+/+^ (*N* = 3), LP^fl/+^ (*N* = 3), and LP^245/+^ (*N* = 3). Yellow scale, 20 µm. **E,** Quantification of Ki67-, and CC3-positive cells in livers of mice with the indicated genotypes fed for 7.5 months on a HFCD diet. Each dot represents an individual animal. *, *P* < 0.05; **, *P* < 0.002; ns, non-significant. Figure panels A, C were created in BioRender.com.

Next, to examine the cooperation of p53 alterations and diet to drive liver cancer formation, we generated three cohorts: one cohort deletes one allele of *Trp53* specifically in hepatocytes (*p53^fl/+^*, *Alb-Cre^Tg^*; labeled LP^fl/+^ for liver specific *Trp53* deletion), one has a somatic p53 missense mutation R245W specifically in hepatocytes (*p53^wm245/+^*, *Alb-Cre^Tg^*; LP^245/+^), and the third has no alterations (*p53^+/+^*, *Alb-Cre^Tg^*; LP^+/+^). The *p53^wm245^*allele expresses WT p53, which is converted to p53R245W in a Cre-mediated manner (27). The Alb-Cre transgene recombines alleles in both hepatocytes and cholangiocytes during embryogenesis, leaving other cells WT for p53 (37). While p53 activity was elevated after 3 months in the diet, no phenotypic differences between genotypes were observed via H&E, at this timepoint (Supplementary Fig. S1A). Next, we aged LP^+/+^, LP^fl/+^, and LP^245/+^ animals for 7.5 months on the HFCD diet and examined their livers via H&E (Fig. 1C). p53R245W accelerates fatty liver, as indicated by H&E and Red Oil O staining (Fig. 1D). While loss of one *Trp53* allele accelerates collagen deposition as indicated by Picrosirius red staining when compared with WT p53, p53R245W accelerates collagen deposition not only around the vessels, but also in the liver parenchyma (Fig. 1D). Recurrent and chronic stressors induce a cycle of cell death followed by compensatory proliferation mechanisms, the latter when left unchecked, drive tumorigenesis. We therefore examined CC3 (a marker of apoptosis) and Ki67 (a marker of proliferation). While the number of CC3-positive cells were reduced in LP^fl/+^ and LP^245/+^ livers when compared with control animals, no statistical significance was reached (Fig. 1D and E). Meanwhile, the number of Ki67-positive cells significantly increased in LP^245/+^ livers when compared with control animals (Fig. 1D and E); however, loss of one *Trp53* allele did not affect the number of proliferating cells, implicating p53R245W in liver tumorigenesis.

### p53R245W Suppresses Transcriptional Activity of WT p53 in the Liver *in vivo* under Metabolic Challenges

p53R245W in combination with a HFCD diet induces fatty liver and cellular proliferation when compared with p53 WT animals. To evaluate the physiologic consequences of p53 alterations in hepatocytes, age-matched males from LP^+/+^, LP^fl/+^, and LP^245/+^ were placed on the HFCD diet for 3 months (early timepoint), and livers from these animals were subjected to RNA-seq (Fig. 2A). 

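Livers of 8 males were sequenced, 3 LP+/+, 2 LPfl/+ and 3 LP245/+, after 3 months on HFCD, a high-fat diet deficient in choline that loads the liver with lipid. The diet began at 3 weeks of age in the paper and at 21 days in the sample labels. In LP245/+ livers, Alb-Cre, a recombinase expressed in hepatocytes, switches 1 of the 2 Trp53 alleles to p53R245W, and in LPfl/+ livers it deletes 1 allele. The labels describe the LP+/+ livers as Cre-negative, replicates 1 and 2 with an unrecombined floxed allele and replicate 3 with an unrecombined R245W allele, whereas the paper's results describe LP+/+ as Alb-Cre carriers and its methods name both kinds of littermates as controls. By the labels, a comparison with LP+/+ cannot separate the Trp53 genotype from the presence of Cre. LP245/+ and LPfl/+ livers both carry Cre. The authors made stranded, paired-end libraries, aligned the reads to the mouse genome GRCm38 with STAR, counted them on GENCODE genes and deposited the counts of 49585 genes without normalization. The paper's text does not name the GENCODE release or the strand that was counted, so counts of antisense and overlapping genes are uncertain. The total counts were 28500707, 30331374 and 31370714 in LP+/+, 27741288 and 26345208 in LPfl/+, and 26304526, 28310329 and 29846962 in LP245/+ livers. At these depths 3 counts, taken as the floor of detection, correspond to between 9.56e-06% and 1.14e-05% of a library, which covers counting error only. Symbols and positions were taken from GENCODE M21 for GRCm38, and 49326 of the genes had a symbol. Differences were tested with edgeR's quasi-likelihood test after TMM normalization, and normalized read counts are counts divided by DESeq2 size factors. No pair of libraries differed by as little as sampling noise, since the lowest chi-square per gene over the 28 pairs was 19.9. The first principal component, 31.1% of the variance, separated the first series of library numbers (the LP245/+ livers and LP+/+ replicates 2 and 3) from the second (LP+/+ replicate 1 and the LPfl/+ livers). Trp53 itself (chromosome 11, from 69580359 to 69591873) had 234, 269 and 215 counts in LP+/+, 125 and 176 in LPfl/+ and 306, 291 and 190 in LP245/+ livers. Its log2 fold change was -0.58 in LPfl/+ (standard error 0.24, adjusted p = 0.718) and 0.24 in LP245/+ (standard error 0.21, adjusted p = 0.883) compared with LP+/+, and 0.82 in LP245/+ compared with LPfl/+ (standard error 0.24, adjusted p = 0.407), with p-values from edgeR adjusted over the 16496 genes tested. As a single gene fixed in advance by the design, Trp53 had unadjusted p-values from edgeR of 0.0388, 0.283 and 0.00755 in these comparisons. Within a series, the log2 ratio of the mean normalized counts was -0.57 for LPfl/+ in the second and 0.22 for LP245/+ in the first. The counts do not separate the wild-type from the R245W transcript.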

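Gene lists for MYC and EMT, written before the counts were seen because the Hallmark sets were not used here, were tested in LP245/+ compared with LP+/+ livers with camera, limma's gene set test, on voom-transformed counts, and p-values were adjusted over 8 lists. MYC targets had a mean log2 fold change of -0.01, with 28 of 51 lower in LP245/+ (adjusted p = 0.942 from limma's camera). EMT and extracellular matrix genes had a mean log2 fold change of 0.04, with 22 of 43 lower (adjusted p = 0.942 from limma's camera). The median log2 fold change of all genes tested was 0.00. With the series as a covariate, which rests the comparison on the 3 LP245/+ and 2 LP+/+ livers of the first series, 27 of the 43 EMT genes were lower, with a mean log2 fold change of -0.07 (adjusted p = 0.0441 from limma's camera). Ranked by the signal-to-noise ratio of the 2 genotypes, the metric of Fig. 2C, the normalized enrichment scores from fgsea were 0.458 for MYC targets and 0.631 for the EMT list, with an adjusted p of 0.998 for either from permutation of genes.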

GSEA of premalignant livers from LP^245/+^ compared with LP^+/+^ revealed that tumor-promoting pathways such as KRAS signaling, MYC, and epithelial–mesenchymal transition (EMT) pathways were enriched in LP^245/+^ (Fig. 2B). 

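Of the lists for p53, the G2-M phase, interferon, inflammation and cholesterol, the first 4 were lower in LP245/+ than in LP+/+ livers in the same test. Established p53 targets had a mean log2 fold change of -0.31, with 37 of 52 lower in LP245/+ (adjusted p = 5.3e-07 from limma's camera). The p53 list also holds Trp53 itself. G2-M phase and mitosis genes had a mean of -0.33, with 35 of 39 lower (adjusted p = 6.6e-07 from limma's camera). Interferon-stimulated genes had a mean of -0.17, with 34 of 40 lower (adjusted p = 9.0e-04 from limma's camera), and inflammatory genes a mean of -0.12, with 23 of 32 lower (adjusted p = 0.0280). Cholesterol synthesis genes had a mean of -0.08, with 18 of 28 lower (adjusted p = 0.361 from limma's camera), a difference that did not hold up. With the series of library numbers as a covariate, the mean log2 fold changes were -0.33 for p53 targets, -0.30 for G2-M genes, -0.36 for interferon-stimulated genes and -0.14 for inflammatory genes, and cholesterol synthesis genes turned higher in LP245/+, with a mean of 0.32 and 4 of 28 lower (adjusted p = 2.7e-08 from limma's camera). With the correlation between genes of a list estimated from the data in place of the preset 0.01, 1 of the 8 lists passed an adjusted p of 0.05, the p53 targets (adjusted p = 0.0343 from limma's camera).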

Meanwhile, immune-related pathways, cholesterol homeostasis, G_2_–M checkpoint, and p53 pathways were enriched in LP^+/+^ livers when compared with LP^245/+^ ones (Fig. 2B–D).

**FIGURE 2:**
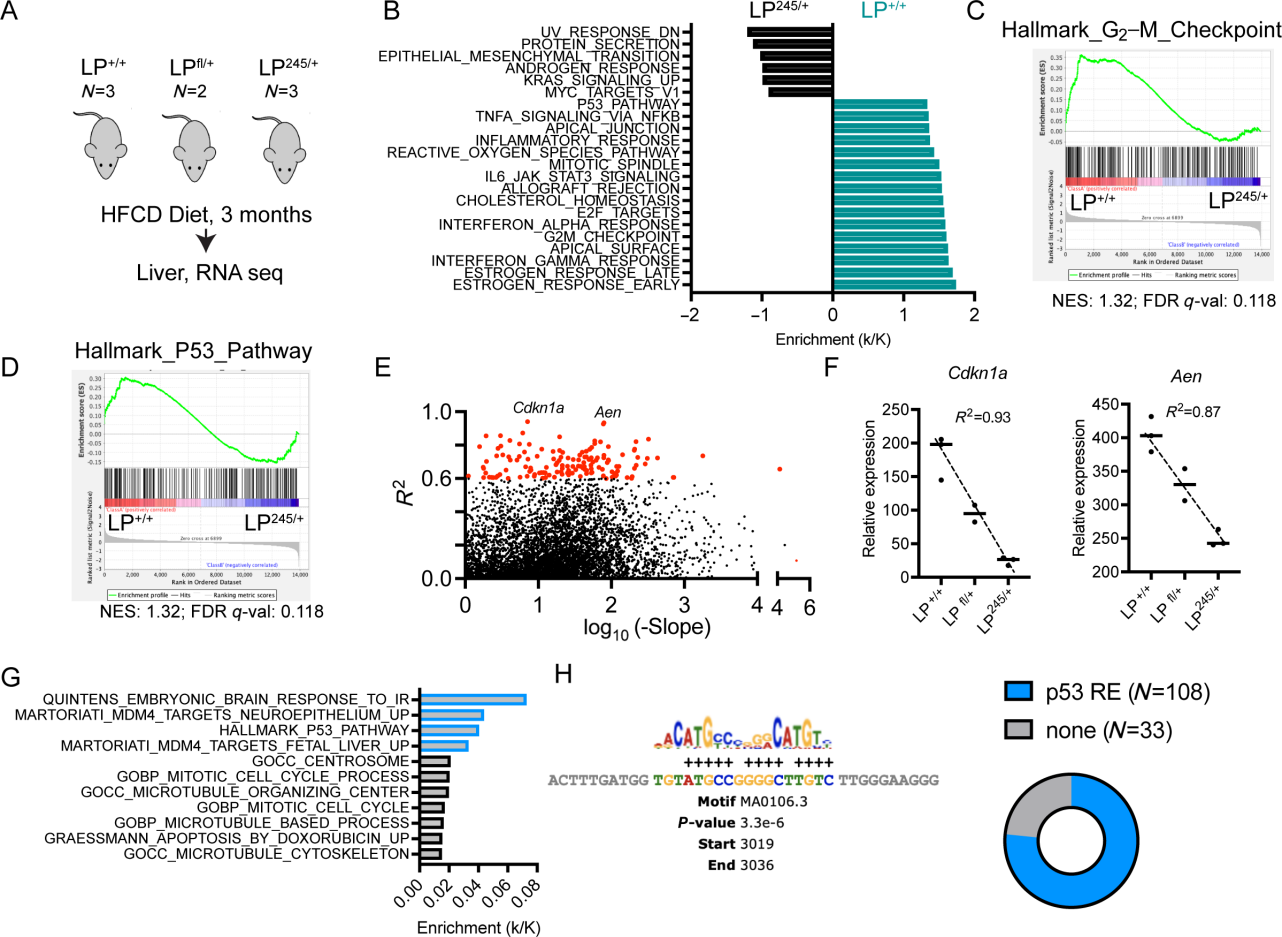
p53R245W suppresses transcriptional activity of WT p53 in the liver *in vivo* under metabolic challenges. **A,** Schematic of liver samples submitted for bulk RNA-seq (LP^+/+^, *N* = 3; LP^fl/+^, *N* = 2; and LP^245/+^, *N* = 3). **B,** GSEA pathway analysis from dataset Hallmark (ranked by NES, k/K) enriched in livers from LP^+/+^ or LP^245/+^ genotypes. NES, normalized enrichment score. **C** and **D,** GSEA enrichment plots indicating that p53R245W inhibits the G_2_–M checkpoint and p53 pathway. NES, normalized enrichment score; FDR, false discovery rate *q*-value. **E,** Expression levels of inhibitory (IE) genes based on negative slope and *R*^2^. Genes with *R*^2^ > than 0.6, (141) are marked in red. **F,** Normalized read counts for the top two genes based on *R*^2^, *Cdkn1a* and *Aen*, from the inhibitory analysis. **G,** GSEA pathway analysis performed on inhibitory genes identified in analysis in B. **H,** p53 motif and proportion of IE genes with p53 response element regulated by p53 using MEME MAST (motif alignment and search tool). Figure panel A was created in BioRender.com.

An IE of mutant p53 on WT p53 is observed in spleen and thymus of heterozygous germline mutant p53 animals (16). Given that p53 and G_2_–M checkpoint (regulated by p53) pathways were enriched in LP^+/+^ livers, we next investigated whether p53R245W exerts an IE over the WT allele *in vivo.* Genes activated by WT p53 would be expressed highest in LP^+/+^ mice, and progressively decrease in LP^fl/+^ and LP^245/+^ mice. While the p53 transcriptome after a stressor like irradiation is well understood, downstream p53 targets in the liver challenged by diet are not characterized. To identify an IE transcriptome in an unbiased manner of the p53R245W in the metabolically challenged livers, genes from LP^+/+^, LP^fl/+^, and LP^245/+^ were ranked on the basis of descending slope and correlation coefficient *R*^2^. 

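Descending expression was also tested gene by gene, with the genotypes as steps 1, 2 and 3 in edgeR's quasi-likelihood test. With an adjusted p of at most 0.05, 2 of 16496 genes fell along the steps and 0 rose. At an unadjusted p below 0.05 there were 842 genes in either direction, of which 321 fell. Cdkn1a fell by 1.42 per step on the log2 scale (standard error 0.15, adjusted p = 0.0374 from edgeR). Gm42047, a lincRNA gene on chromosome 8 from 121833247 to 121841178 that was named after its values were seen, fell by 1.89 per step (standard error 0.23, adjusted p = 0.0456 from edgeR). Its counts were 354, 1331 and 1018 in LP+/+, 122 and 159 in LPfl/+ and 56, 80 and 57 in LP245/+ livers, and whether its reads belong to an overlapping gene on the other strand is uncertain. With the series of library numbers as a covariate, which only the LP+/+ livers link, 2 genes fell along the steps and 365 fell at an unadjusted p below 0.05. The highest number came from DESeq2, by which 6 genes fell along the steps, and with each liver left out in turn between 0 and 1 did.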

Genes were further ranked on these criteria: descending slope >1 and determination correlation coefficient *R*^2^ value >0.6. 

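Over the 8 livers, 8144 genes had a slope of normalized read counts below -1 and 7941 a slope above 1, whatever their R². The slope is in normalized read counts per genotype step, so a gene with many counts passes it with a small relative change. In counts simulated from these libraries with no difference between genotypes and a coefficient of variation of 0.2 between animals, 239 of 49585 genes passed the slope and R² thresholds in the descending and 260 in the ascending direction.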

141 genes satisfied both requirements (Fig. 2E). 

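Recomputed from the deposited counts over the 8 livers, 251 genes had a descending slope past 1 and an R² above 0.6, and 312 genes passed the same thresholds in the ascending direction. Of the 251 genes, 222 passed edgeR's filter on low counts, and 36 (14.3%) had a mean normalized count under 10. Supplementary Table S2, as used here, lists 140 genes, of which 116 were among the 251 and all 140 had a descending slope. Apart from the regression on averages, the number moved most when an animal was left out, to between 309 and 565 genes. A line through fewer points passes the same R² more easily, so this rise alone does not show dependence on an animal. Scaling by the library total gave 231 genes, of which 153 were among the 251. All LPfl/+ livers belong to the second series of library numbers and all LP245/+ livers to the first, so no slope over the 3 genotypes could be computed within a series.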

*Cdkn1a* (p21) and *Aen*, both p53 targets, were in the top genes from this analysis, with p21 being one of the most robust p53 targets (Fig. 2F; Supplementary Table S2). 

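Cdkn1a (chromosome 17 of GRCm38, from 29090976 to 29100727), which encodes the cell-cycle inhibitor p21, had 195, 144 and 195 counts in LP+/+, 74 and 99 in LPfl/+ and 14, 25 and 27 in LP245/+ livers. Its normalized read counts were 170 ± 27.6 (SD, n = 3), 87.5 ± 17.7 (SD, n = 2) and 22.4 ± 6.97 (SD, n = 3), with a slope of -73.8 per genotype step and an R² of 0.941. Compared with LP+/+, its log2 fold change was -2.91 in LP245/+ (standard error 0.27, adjusted p = 0.0155 from edgeR) and -0.95 in LPfl/+ (standard error 0.27, adjusted p = 0.697). Within a series of library numbers, the log2 ratio of the means was -2.84 for LP245/+ in the first and -1.11 for LPfl/+ in the second. With each liver left out in turn, the log2 fold change in LP245/+ stayed between -3.09 and -2.68, but the adjusted p no longer passed 0.05 without LP+/+ replicate 3 or LP245/+ replicate 2. Aen (chromosome 7, from 78895854 to 78911209), which encodes an exonuclease active in apoptosis, had 391 ± 29.7 (SD, n = 3), 309 ± 30.0 (SD, n = 2) and 234 ± 15.2 (SD, n = 3) normalized read counts, with a slope of -78.6 and an R² of 0.922. Its log2 fold change was -0.73 in LP245/+ (standard error 0.12, adjusted p = 0.569 from edgeR) and -0.33 in LPfl/+ (standard error 0.13, adjusted p = 0.704), and the log2 ratios within a series were -0.79 and -0.24. For either gene, 2 of the 560 arrangements of the 8 livers gave a trend as large (2-sided exact permutation test, p = 0.00357, the smallest this design allows). Both genes are named for their R² over the same livers, so a small p for the trend follows from how they were picked. For LP245/+ against LP+/+ alone, the 2-sided exact permutation test gave p = 0.1 for both genes, the smallest that 3 against 3 livers allow.

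**Figure D1:**
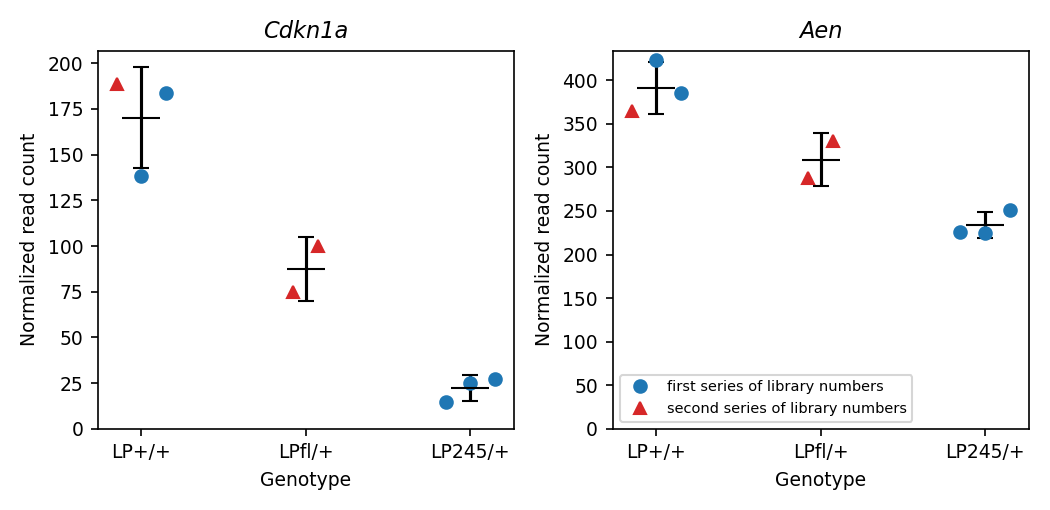
Normalized read counts (linear axis from 0) of Cdkn1a and Aen in each liver by genotype. Circles and triangles are livers of the first and the second series of library numbers, long bars the mean and whiskers 1 SD of 3 LP+/+, 2 LPfl/+ and 3 LP245/+ livers; for Cdkn1a the means fall from 170 to 87.5 and 22.4, for Aen from 391 to 309 and 234, and the 3 genotypes do not overlap.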

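By R² over the 8 livers, Smim3 (0.943) was at position 1 and Cdkn1a at position 2 of the 251 recomputed genes, Gm44507 (0.932) came next and Aen was at position 4. Smim3, a gene on chromosome 18, had 35.7 ± 1.07 (SD, n = 3) normalized read counts in LP+/+, 26.8 ± 2.08 (SD, n = 2) in LPfl/+ and 21.4 ± 1.90 (SD, n = 3) in LP245/+ livers. Gm44507, a lincRNA gene, had at most 6 counts in any liver, with 1, 1 and 0 in LP245/+, and BC030867 at most 5. The next genes by R² were Card19 (0.921), Tpmt (0.916), BC030867 (0.905), Eif4a3 (0.890), Adprhl2 (0.859) and Gm15893 (0.853), an antisense gene whose count is uncertain. Among these, the log2 fold change in LP245/+ compared with LP+/+ was -0.72 for Smim3 (standard error 0.23, adjusted p = 0.795 from edgeR) and -0.15 for Eif4a3 (standard error 0.08, adjusted p = 0.831). By slope, Cdkn1a was at position 59 and Aen at position 54 of the 251 genes. In Supplementary Table S2, the paper's R² values place Cdkn1a first and Aen second.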

The fact that *Cdkn1a* scored as second highest gene in this analysis underscores confidence in the analysis, and on the inhibitory functions of p53R245W in this model. 

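A list of 55 established p53 target genes stood in for pathway sets in a test of the 251 recomputed descending genes. The list held 6 of them, Aen, Ccng1, Cdkn1a, Eda2r, Fdxr and Phlda3, against 54 list members among the 22033 genes with a mean normalized count at least as high as the lowest descending gene (odds ratio 11.1, Fisher's exact test, 2-sided, p = 3.4e-05). Of the 312 ascending genes, 1 was on the list, Bloc1s2 (odds ratio 1.34, Fisher's exact test, p = 0.532). The result moved most with the genes descending on group averages, of which 25 of 3479 were on the list (odds ratio 4.65, Fisher's exact test, p = 1.0e-07). For the 140 genes of Supplementary Table S2, the same 6 genes gave an odds ratio of 18.2 (Fisher's exact test, p = 2.2e-06). The test treats genes as independent, which genes measured in the same livers are not.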

Next, GSEA on these inhibitory genes revealed that top four pathways were p53 related (Fig. 2G). 

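The counts were also compared between genes with and without a response element listed in Supplementary Table S3, which gives 108 gene identifiers with an E value from MAST, the number of matches as good expected by chance. Of the 140 genes of Supplementary Table S2, 107 were listed there and 33 were not. The median log2 ratio of normalized read counts, with a pseudocount of 1, between LP245/+ and LP+/+ livers was -0.41 for the listed and -0.43 for the other genes (permutation test over genes, 2-sided, p = 0.943). Both groups had been selected for descending expression, so this comparison can hardly show whether a response element goes with a fall. The paper's E values run from 0.00039, for Cdkn1a, to 9.5, with a median of 4.6, and 1.3 for Aen. The E value was below 0.05 for 3 genes and at least 1 for 92 genes. Of the 108 genes, 93 were among the 251 recomputed descending genes. The sequences upstream of the genes were not analysed here.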

Subsequently, we performed MEME MAST (motif alignment and search tool) analysis of the promoters from our inhibitory analysis (141 genes) and found that 77% (108 genes) of these IE genes have a p53 response element 10 kb upstream of their promoters, (Fig. 2H; Supplementary Table S3). To exclude the possibility that p53 dependency is by random chance, 141 random genes were examined for a p53 response element 10 kb upstream of their promoters. Only 5/141 (3.5%) genes had a p53 response element 10 kb upstream of their promoter (Supplementary Fig. S1B), minor when compared with 77% identified in Fig. 2H. Furthermore, we also performed an unbiased motif analysis of the promoters of these to gain an understanding of what may be driving their expression and found ZNF460 as the top regulator of these genes (using MEME-SEA; Supplementary Fig. S1C). Alternatively, some of these genes could also be indirect targets of p53. In sum, our data not only indicate that p53R245W has inhibitory functions in the liver *in vivo* under metabolic stress, but we also have identified in an unbiased manner an IE transcriptome of p53R245W specific to the liver challenged by diet.

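An effect of p53R245W beyond the loss of 1 allele rests on LP245/+ compared with LPfl/+ livers. In that comparison, Cdkn1a had a log2 fold change of -1.96 (standard error 0.29, adjusted p = 0.321 from edgeR's quasi-likelihood test) and Aen of -0.40 (standard error 0.13, adjusted p = 0.453). The unadjusted p-values from edgeR were 5.8e-05 for Cdkn1a and 0.0120 for Aen. Both genes were picked for their fall over these livers, which favours small values, although the paper also measured Cdkn1a as a p53 target in its comparison of diets. With DESeq2, the log2 fold change of Cdkn1a was also -1.96 (standard error 0.34, adjusted p = 2.1e-05 from DESeq2), which passes the threshold. Of 7 alternative settings for Cdkn1a in this comparison, 4 kept edgeR's side of the threshold, as did 5 of 6 fits with a liver left out. Of the 52 p53 targets tested, 31 were lower in LP245/+ than in LPfl/+, with a mean log2 fold change of -0.13 (adjusted p = 0.218 from limma's camera). In LPfl/+ compared with LP+/+, 35 of the 52 were lower, with a mean of -0.18 (adjusted p = 8.7e-04 from limma's camera). Trp53 itself is on the list, with log2 fold changes of -0.58 in LPfl/+ compared with LP+/+ and 0.82 in LP245/+ compared with LPfl/+. Because the deletion removes 1 allele of it, Trp53 is no readout of p53 activity here. It adds to the fall in LPfl/+ and works against a further fall in LP245/+. No test left Trp53 out. G2-M genes were also lower in LPfl/+ than in LP+/+. Their mean was -0.42, with 34 of 39 lower (adjusted p = 3.5e-07 from limma's camera). In LP245/+ compared with LPfl/+ their mean was 0.08 (adjusted p = 0.306), so no G2-M fall beyond that in LPfl/+ was seen. By the labels both of these genotypes carry Cre and LP+/+ does not, so the G2-M fall cannot be assigned to Trp53 rather than to Cre. Interferon-stimulated and inflammatory genes were lower in LP245/+ than in LPfl/+ (means -0.26 and -0.31, adjusted p = 3.2e-04 for either from limma's camera). With fgsea in place of camera, the p53 targets passed the threshold in LP245/+ compared with LPfl/+ (adjusted p = 0.0191, from permutation of genes). With the series of library numbers as a covariate, the p53 targets had a mean log2 fold change of -0.19 in LP245/+ compared with LPfl/+ (adjusted p = 0.0339 from limma's camera) and of -0.14 in LPfl/+ compared with LP+/+ (adjusted p = 0.0512), so both changed their side of the threshold. All LPfl/+ libraries belong to the second series and all LP245/+ libraries to the first, and the adjustment rests on LP+/+ replicate 1 against LP+/+ replicates 2 and 3. The paper reasons that genes activated by wild-type p53 would be highest in LP+/+ and fall progressively in LPfl/+ and LP245/+ livers, and takes the descending genes, with Cdkn1a and Aen near the top, the p53-related pathways and the response elements upstream of these genes as the marks of such an effect. From these, the paper concludes that p53R245W inhibits wild-type p53 in the liver under metabolic stress and that the descending genes form its IE transcriptome. It allows that p53 could act on some of them indirectly.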

### p53R245W Displays GOF Activities to Accelerate Liver Tumorigenesis

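The lists of MYC and EMT genes were also tested with LPfl/+ livers, which carry the loss of 1 Trp53 allele without the R245W allele. In LPfl/+ compared with LP+/+, EMT and extracellular matrix genes were lower, with a mean log2 fold change of -0.14 and 29 of 43 genes lower (adjusted p = 0.00293 from limma's camera). The mean of MYC targets was -0.01 (adjusted p = 0.421 from limma's camera). In LP245/+ compared with LPfl/+, the mean of EMT genes was 0.18, with 12 of 43 lower (adjusted p = 0.00947 from limma's camera), and that of MYC targets 0.00 (adjusted p = 0.440). The decrease of EMT genes in LPfl/+ was not seen with the series of library numbers as a covariate, when their mean compared with LP+/+ was 0.07 (adjusted p = 0.928 from limma's camera) and that of MYC targets 0.00 (adjusted p = 0.928). That fit sets the LPfl/+ livers against LP+/+ replicate 1 alone, the only LP+/+ liver of their series. It therefore cannot separate the series from this 1 animal. With the same covariate, the means in LP245/+ compared with LPfl/+ turned to -0.13 for EMT (adjusted p = 0.244 from limma's camera) and -0.02 for MYC (adjusted p = 0.998).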

Transcriptome data described above indicated that p53R245W enhances tumor-promoting pathways such as KRAS signaling, MYC, and EMT pathways in the premalignant liver (Fig. 2B). We therefore assessed whether p53R245W accelerated liver tumorigenesis. Animals from LP^+/+^ (*N* = 28), LP^fl/+^ (*N* = 28), and LP^245/+^ (*N* = 60) were placed on the HFCD diet at 3 weeks of age and were monitored over time. Comparison of LP^fl/+^ to LP^+/+^ animals showed similar survival; 20% of mice have liver cancers by 800 days, indicating that one WT *Trp53* allele is sufficient in inhibition of liver tumorigenesis (Fig. 3A). However, LP^245/+^ animals had a worse survival when compared with LP^fl/+^, indicating that p53245W had additional functions when compared with *Trp53* loss alone. Because LP^fl/+^ and LP^+/+^ mice had similar survival curves, we combined and compared them with LP^245/+^ mice; LP^245/+^ mice showed worse survival with increased *P* value (Fig. 3B). A small cohort of LP^+/+^ (*N* = 18), LP^fl/+^ (*N* = 7), and LP^245/fl^ (*N* = 10) fed regular chow were monitored over time. No significant differences in survival or tumor incidence were observed (Supplementary Fig. S2A), implicating diet as a stressor is critical for the observed effects of p53R245W (Fig. 3A and B). Given the higher incidence of liver tumors in males than females both in humans and mice, similar analyses were also performed based on gender. LP^245/+^ showed decreased survival from both genders (Supplementary Fig. S2B and S2C).

**FIGURE 3:**
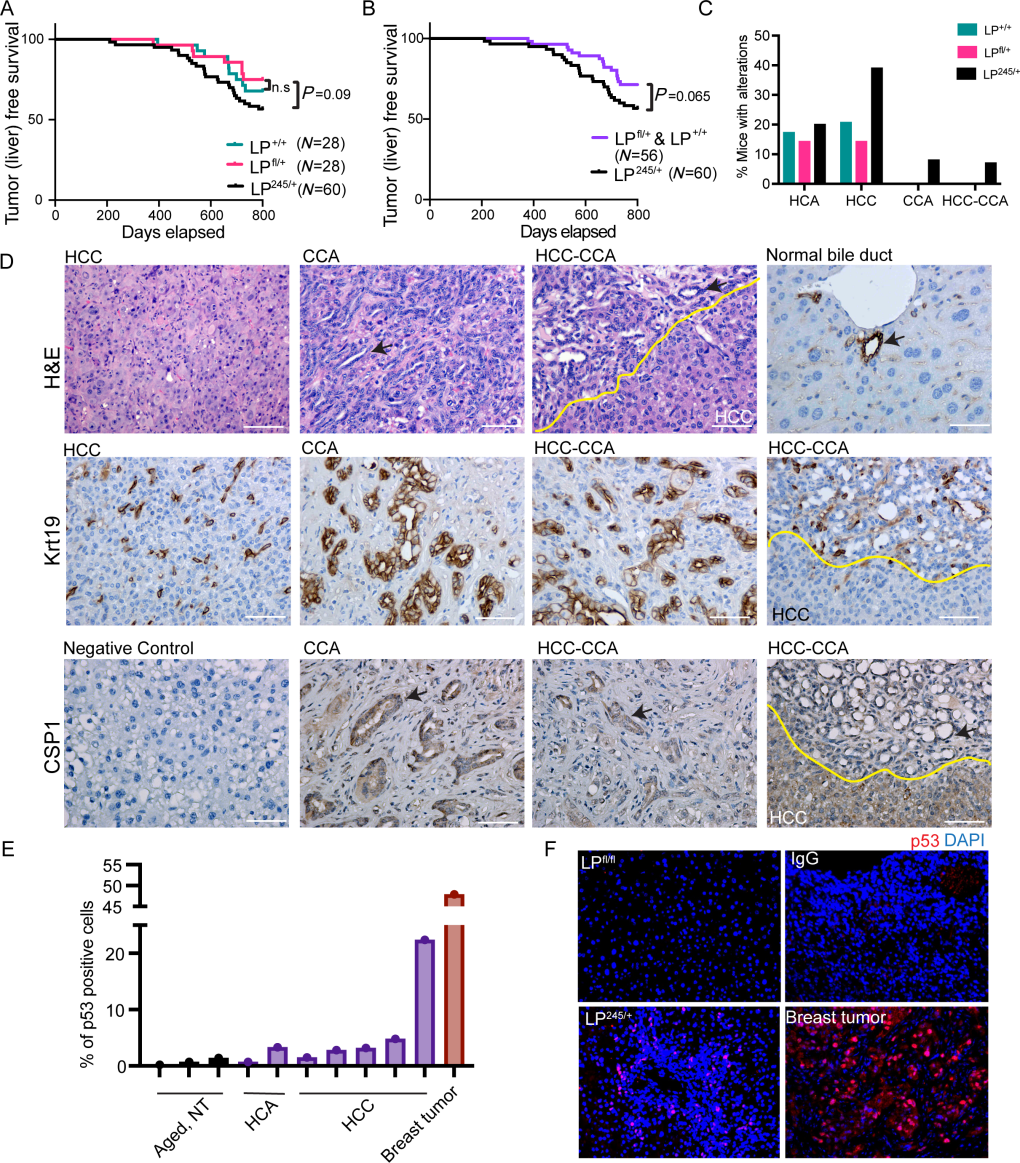
p53R245W displays GOF activities in the liver during tumorigenesis. **A,** Kaplan–Meier survival curves for animals with genotypes LP^+/+^ (*N* = 28), LP^fl/+^ (*N* = 28), and LP^245/+^ (*N* = 60), with hepatocellular adenomas and carcinomas. **B,** Kaplan–Meier survival curves for LP^+/+^ (*N* = 28) and LP^fl/+^ (*N* = 28) combined versus LP^245/+^ (*N* = 60), with hepatocellular adenomas and carcinomas. **C,** Pathologic subtypes of tumors from LP^+/+^ (*N* = 28), LP^fl/+^ (*N* = 28), and LP^245/+^ with hepatocellular adenoma (HCA), HCC, CCA, and HCC-CCA. **D,** Representative H&E sections of liver tumors from mice with different pathologic subtypes. Keratin 19 staining of bile duct, CCA, HCC-CCA. CSP1 stain of CCA and HCC-CCA. Negative control, absence of primary antibody. Arrows point to bile ducts which are positive for CSP1 staining. **E,** Quantification of p53 stability in liver tumors from LP^245/+^ genotype. We used a representative breast tumor as a positive control and aged livers without tumors as negative controls. **F,** Immunofluorescence imaging of mutant p53 (red) and DAPI (blue) in liver tumors.

To examine the potential cooperative role of LOH for *Trp53*, we performed Sanger sequencing on 19 tumors from LP^245/+^ mice. The majority (68%) retained the WT allele (showed no LOH), some showed partial LOH, ranging in loss of WT allele from 15% (*N* = 1), 25% (1), 33% (*N* = 2), and 50% (*N* = 1). Only one tumor showed complete LOH (Supplementary Fig. S3). These data indicated marginal pressure to delete the *Trp p53* WT allele.

Liver carcinomas are of several types: HCC, CCA, and intermediates such as HCC-CCAs. Next, we compared pathologically the incidence of different kinds of liver tumors among the different genotypes. Examination of these tumors from both genders revealed that all three genotypes had similar incidence of hepatocellular adenomas (ranging from 17%–20%; Fig. 3C). However, LP^245/+^ had double the incidence of HCC when compared with LP^fl/+^ (38% vs. 14%) with 20% of LP^+/+^ mice developing HCC (Fig. 3C). While histopathologic examination identified all tumors from LP^fl/+^ and LP^+/+^ as hepatocellular adenomas and HCC, tumors from LP^245/+^ were more diverse, as CCA and HCC-CCAs were also observed. HCC-CCA is a rare tumor presenting the histologic characteristics of both HCC and intrahepatic CCA. These data indicated a greater tumor plasticity in the LP^245/+^ cohort (Fig. 3C and D), a phenotype not observed in the other two cohorts, indicating GOF properties. Bile ducts and CCA cancers are positive for epithelial cell marker keratin 19. Evaluation of keratin 19 in CCA and HCC-CCAs of LP^245/+^ confirmed biliary lesions within these CCA and HCC-CCA (Fig. 3D). In addition, in some HCCs from LP^245/+^ mice, single-nuclei keratin 19-positive cells rather than duct-like structures were observed, perhaps reflecting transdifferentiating hepatocytes into biliary cells (Fig. 3D). Next, we stained these tumors for carbamoyl phosphate synthetase 1 (CSP1), a marker of cells of hepatocellular origin (38). While the HCC areas stained positively for CSP1, both biliary lesions in these cancers stained positively, indicating that these lesions express markers of both biliary and hepatocellular cells, implicating transdifferentiation ability in these cells (Fig. 3D).

p53 GOF properties are defined as additional functions observed with missense mutants as compared with *p53* deletions. We observed CCA and HCC-CCAs in LP^245/+^ cohort, but not in LP^fl/+^ animals, indicating GOF properties. p53 stability of missense mutants is associated with GOF (10, 21, 39). Therefore, we stained seven tumors, five HCC and two hepatocellular adenoma (HCA) for p53 and quantified the number of cells with a stable mutant p53. In addition, we also stained three aged livers that did not develop tumors and one breast tumor generated from mice expressing p53R245W in breast epithelium. These breast tumors have highly stable mutant p53 that shows GOF. Most HCC from LP^245/+^ showed very low p53 stability, ranging from 0%–5% of total cells with a stable p53 (Fig. 3E and F). Only one of five HCC had approximately 20% stable p53; none of the HCA had stable p53. As a positive control, more than 50% of breast cancer cells were positive for mutant p53. Overall, these data indicate that p53R245W GOF properties in the liver may be independent of protein stability.

### p53R245W GOF Properties in Absence of WT p53 Increase Incidence of Carcinomas and Mixed HCC-CCA Cancers

To further distinguish inhibitory from GOF properties of mutant p53R245W *in vivo*, we generated two additional cohorts, LP^245/fl^, and LP^fl/fl^. To assess tumor initiation in this model in an unbiased manner, we aged LP^fl/fl^ (*N* = 17) and LP^wm245/fl^ (*N* = 11) male animals for 8.5 months on the HFCD diet. Males develop liver malignancies at a higher rate than females (40). In a pilot study (6 mice), we observed early signs of tumorigenesis in at least 50% of the males after 8.5 months on the diet. To comprehensively annotate liver tumor initiation, liver lobules were sectioned serially and scored for abnormalities by a pathologist. We observed an increase in incidence of hyperplasia in LP^fl/fl^ mice where 76% of animals were affected versus 55% of LP^245/fl^ mice (Fig. 4A). However, only 17.6% of LP^fl/fl^ animals progressed to adenomas, while 45% of LP^245/fl^ also had adenomas (∼3-fold increase; Fig. 4A). Finally, only 17.6% of LP^fl/fl^ animals progressed to malignant carcinomas, while 45% of LP^245/fl^ had carcinomas (∼3-fold increase; Fig. 4A). These data indicate that p53R245W has GOF properties that increase disease progression and carcinoma incidence.

**FIGURE 4:**
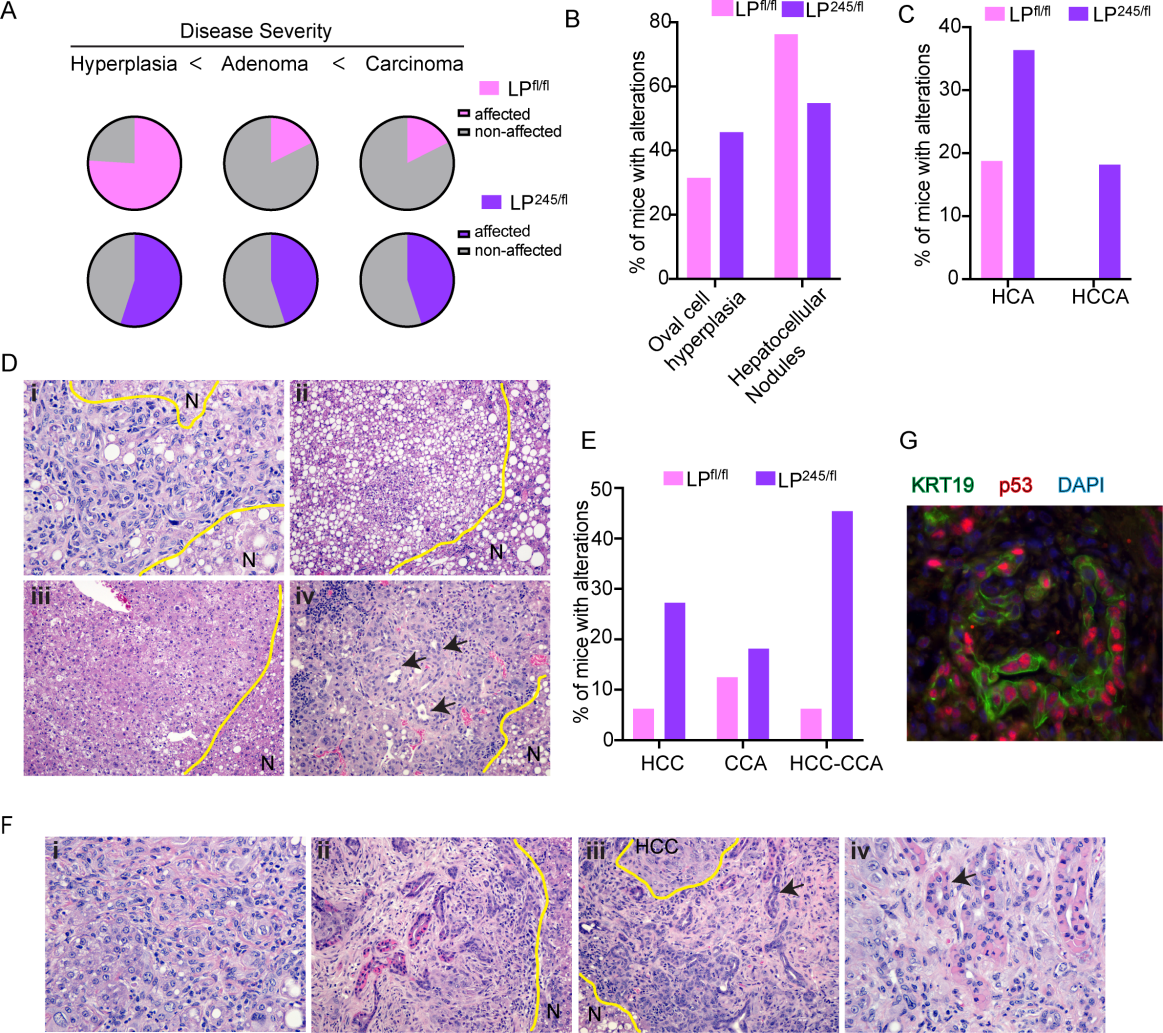
p53R245W GOF properties increase carcinoma incidence and mixed HCC-CCA cancers. **A,** Quantification of animals from LP^fl/fl^ (*N* = 17), LP^245/fl^ (*N* = 11) with hyperplasia (left), adenoma (middle), and carcinomas (right) after 8.5 months on the diet. Quantification of animals from LP^fl/fl^ (*N* = 17), LP^245/fl^ (*N* = 11) with subtypes of hyperplasia (**B**) or adenomas (**C**) after 8.5 months on HFCD diet. HCA, hepatocellular adenoma: HCCA, hepatocholangial adenoma. **D,** Representative H&E-stained sections of liver tumors from mice with different pathologic subtypes such as oval cell hyperplasia (i), hepatocellular hyperplastic nodule (ii), hepatocellular adenoma (iii), and hepatocholangial adenoma (iv). Arrows point at bile ducts. **E,** Quantification of pathologic subtypes of liver carcinomas from LP^fl/fl^ (*N* = 17), LP^245/fl^ (*N* = 11) at 8.5 months on the diet. HCC, hepatocellular carcinoma; CCA, cholangiocarcinoma, HCC-CCA, hepatocholangial carcinomas. **F,** Representative H&E-stained sections of liver tumors from mice with different pathologic subtypes: hepatocellular carcinoma (i), cholangial carcinoma (ii), HCC-CCA (iii), and zoomed in HCC-CCA (iv). **G,** Immunofluorescence imaging of mutant p53 (red), KRT19 (green) and DAPI (blue) in liver tumors in a HCC-CCA tumor from LP^245/fl^ cohort. N**,** normal tissue.

Next, we assessed more specifically the type of hyperplasias (which can be oval cell, bile duct or hepatocellular hyperplasia), adenomas (hepatocellular, cholangial, or hepatocholangial), and carcinomas (HCC, CCA, or HCC-CCA) observed. LP^245/fl^ animals had an increase in oval cell hyperplasia (45% vs. 31%), and a decreased in incidence of hepatocellular hyperplasia (54% vs. 76%) compared with LP^fl/fl^ ones (Fig. 4B). However, more cells from LP^wm245/fl^ mice progressed to adenoma with a 20% of animals displaying metaplastic hepatocholangial adenomas, a subtype not seen in LP^fl/fl^ (Fig. 4C and D). Next, we compared the incidence of carcinomas based on subtype. While the incidence of CCA was similar between the two genotypes, we observed a higher incidence (4.3-fold; Fig. 4E and F) of HCC and mixed HCC-CCAs (7.3-fold increase; Fig. 4E and F). Given that p53R245W has GOF properties that increase cancer cell plasticity, we tested whether mutant p53 was stable in the CCA portion of HCC-CCA tumor with a p53 missense mutation. Indeed, immunofluorescent staining revealed costaining for keratin 19/mutant p53-positive cells in HCC-CCAs (Fig. 4G). Collectively, these data indicate that p53R245W has GOF properties that increase both carcinoma incidence and that of mixed cancers such as HCC-CCA.

### p53R245W GOF Mechanisms Triple Metastatic Incidence in Liver Tumors

Next, we aged LP^245/fl^ (*N* = 35) and LP^fl/fl^ (*N* = 33) and assessed survival. LP^fl/fl^ had a shorter liver tumor-free survival than LP^245/fl^, with median survival of 609 and 707 days, respectively (Fig. 5A). However, these differences were due to gender. While no differences in liver tumor-free survival were observed among males (Fig. 5B), unexpectantly, LP^245/fl^ females had a significantly longer liver tumor-free survival than LP^fl/fl^ ones (Fig. 5C) due to lower incidence of tumors in these mice. The overall survival between these two cohorts (Supplementary Fig. S4) indicated that animals from both cohorts were monitored for similar time frames, therefore LP^245/fl^ females had ample time to develop tumors. In both cohorts, loss of the second WT allele significantly accelerated liver tumor formation, suggesting that even low levels of WT p53 are significantly protective (Fig. 5D).

**FIGURE 5:**
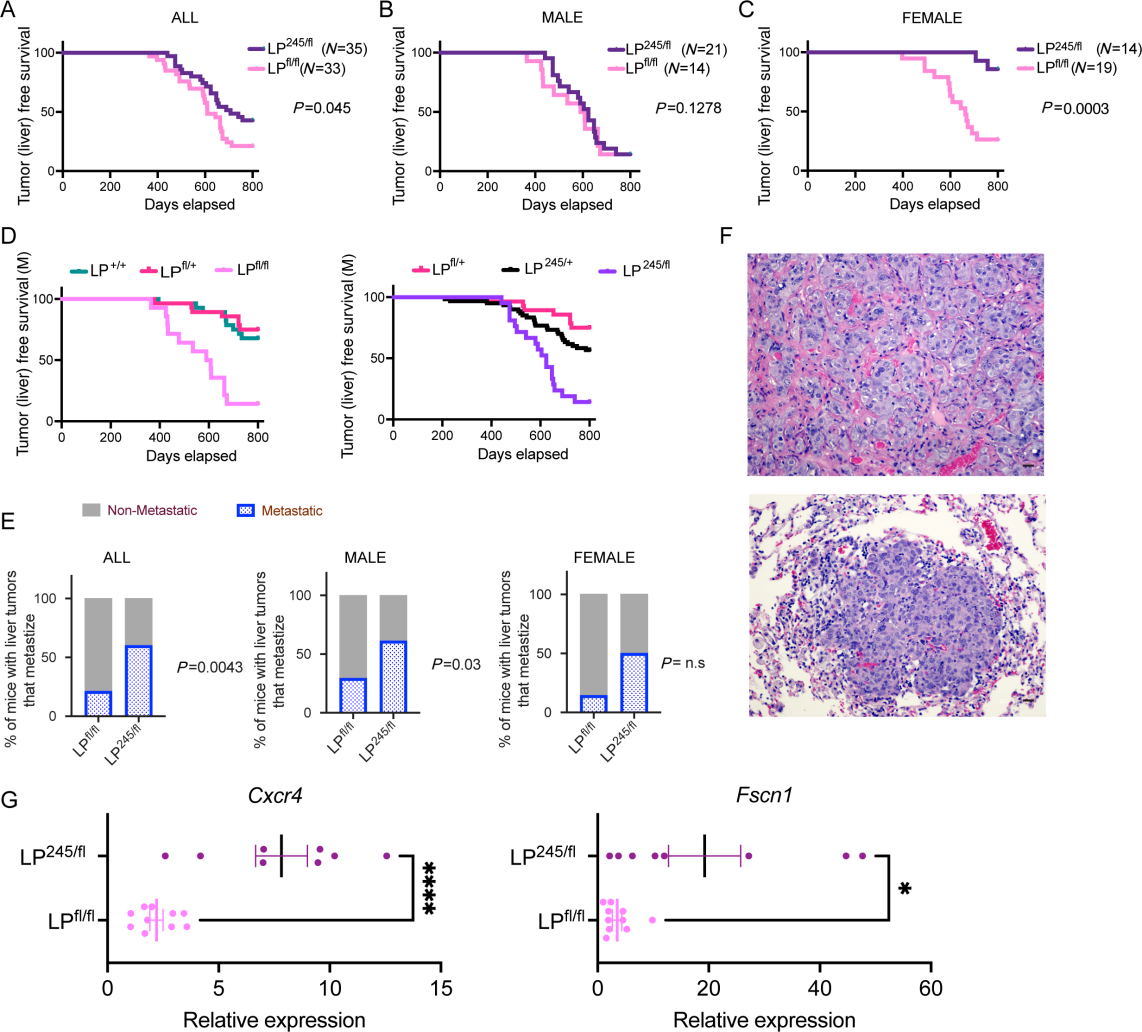
p53R245 GOF properties triple metastatic incidence in liver tumors when compared with *Trp53* loss. **A**–**C,** Kaplan–Meier survival curves for animals with genotypes LP^245/fl^ (*N* = 35), LP^fl/fl^ (*N* = 33) with hepatocellular adenomas and carcinomas in all animals (A) or split by gender (B and C). **D,** Kaplan–Meier survival curves for animals (male) with indicated genotypes, with hepatocellular adenomas and carcinomas. **E,** Comparison of metastases incidence based on indicated genotypes, in all animals (left) or split by gender (middle and right). **F,** Representative H&E-stained sections of liver metastasis in the lung. Scale bars, 100 µm. **G,** qRT-PCR analysis for *Cxcr4*, and *Fscn1*, in liver tumors from LP^245/fl^ (*N* = 8) or LP^fl/fl^ (*N* = 10) mice. Each dot is an independent liver tumor. *, *P* < 0.05; ****, *P* < 0.0001.

One important GOF phenotype attributed to mutant p53 is metastasis (11, 18). Tumors from LP^245/fl^ were significantly more metastatic than LP^fl/fl^ tumors; metastatic incidence of liver tumors with LP^245/fl^ was triple that of LP^fl/fl^ ones (Fig. 5E). Similarly, metastatic incidence of liver tumors with LP^245/fl^ was high across both genders (Fig. 5E). These metastases were commonly observed in the lung (Fig. 5F). Previously, a panel of genes that mediate breast cancer metastasis to the lung and associated with p53R245W mutation were identified (27). We therefore examined the expression of two of these genes, *Cxcr4* and *Fscn1*, which also drive liver metastasis (41, 42). Strikingly, the expression of *Cxcr4* and *Fscn1* were significantly enriched in LP^245/fl^ HCCs when compared with LP^fl/fl^ ones (Fig. 5G). These data suggest that metastasis is a GOF phenotype and is higher in mice with mutant p53R245 as opposed to no *Trp53*.

In sum, by generating and characterizing five cohorts with different somatic alterations of p53 in hepatocytes (LP^+/+^, LP^fl/+^, LP^245/+^, LP^fl/fl^, LP^245/fl^) and feeding them a HFCD diet, we discovered that p53R245W displays both IE and GOF properties. However, although we observe inhibitory function of p53R45W, it is the p53R245W GOF properties that contribute to increased carcinoma initiation, progression, tumor plasticity, and metastasis.

## Discussion

One important observation in our study was the p53R245W increased the incidence of mixed HCC and CCA tumors in both cohorts (LP^245/+^ and LP^245/fl^) when compared with control ones, implicating p53R248W as a driver of cancer cell plasticity. Mutant p53 interacts with other transcription factors to alter transcriptomes and is associated with protein stability (9–15, 21, 39). In our study, we found via immunofluorescence that p53R245W was particularly stable in CCA; but not in HCCs. A tight connection exists between stroma stiffness, mutant p53 stability and keratin 19 expression (43, 44). Meanwhile, mechanical cues such as increased stiffness control mutant p53 stabilization through the melanovate/Rho axis (43). CCA, differently from HCCs, have reactive desmoplastic stroma containing cancer-associated fibroblasts, increasing stiffness in the tumor. Furthermore, others have found that the presence of fibrous tumor stroma is associated with keratin 19 expression for HCCs, which is a poor prognostic marker for this disease (44–46). Mechanistically, hepatocyte growth factor from the stroma-activated c-MET and the MEK–ERK1/2 pathway in hepatocytes, which upregulated keratin 19 expression in HCC cells (44). We speculate that emergence of stroma stiffness may stabilize mutant p53, hence increase GOF, and alter identity toward bile duct lineage. Interestingly, we also observed single cell rather than duct-like organization of keratin 19-positive cells within HCCs with mutant p53. In the age of precision medicine, patients with a p53R248W missense mutation in liver tumors are more likely to metastasize and develop plastic tumors with HCC-CCA features, which are harder to treat, display more aggressive behavior and poorer prognosis. Hence patients with this mutation may require more aggressive treatments.

Another significant observation in our study is that p53R245W expressed specifically in hepatocytes increases fatty liver and fibrosis in these animals. In a separate study, we also found that another missense mutant, p53R172H, in concert with immune regulator IL27 receptor deficiency results in spontaneous and sustained liver inflammation, steatosis, and fibrosis (25). More studies are needed to elucidate the mechanism how p53R245W affects fatty liver and fibrosis.

The liver is a unique organ with the remarkable ability to regenerate upon stress or cell death. Regarding liver tumorigenesis, it is well accepted that stressors that induce cell death are then followed by compensatory proliferation. Recurrent and chronic stressors induce a vicious cycle of cell death followed by compensatory proliferation mechanisms, the latter when left unchecked, drive tumorigenesis. p53 induces various forms of cell death, including apoptosis, ferroptosis, and senescence (47). Others have shown that constitutive activation of p53 conditionally in hepatocytes (via Mdm2 deletion) induces fibrosis in the liver, and HCC at 2 years (48, 49). In addition, constitutive activation of p53 in combination with Kras mutations accelerates liver tumorigenesis in a non–cell-dependent manner (48). Thus, stress-induced, p53-mediated cell death induces a microenvironment that is prone to foster tumorigenesis. The cells that dampen the WT p53 activity are the ones to progress to malignancy in this microenvironment (48). Therefore, excessive WT p53 in the liver cells promotes cell death/compensatory mechanisms that initiate this vicious cycle; however, cells that progress to malignancy attenuate p53, indicating a critical role of p53 in the liver.

Our study indicated that p53 dosage and types of p53 alterations affect liver tumorigenesis. Loss of one WT p53 allele (therefore, 50% less p53) did not accelerate liver tumorigenesis; HFCD fed LP^fl/+^ animals had similar survival and liver tumor incidence as LP^+/+^, indicating that 50% of available p53 is sufficiently protective. On the other hand, loss of both p53 alleles significantly accelerated liver tumor incidence and lowered time-to-tumor incidence. P53R245W heterozygous mice showed significant IE on *Trp53* targets, but tumor incidence and survival were not the same as complete loss of p53, indicating partial inhibition of WT p53 functions by p53R245W. 

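Among single p53 targets in LP245/+ compared with LP+/+ livers, after 3 months on the diet, Eda2r had a log2 fold change of -2.46 (standard error 0.51, adjusted p = 0.795 from edgeR), Phlda3 of -0.91 (standard error 0.39, adjusted p = 0.831) and Ccng1 of -0.48 (standard error 0.12, adjusted p = 0.795). Bax had a log2 fold change of -0.33 (standard error 0.20, adjusted p = 0.840 from edgeR), Mdm2 of -0.16 (standard error 0.12, adjusted p = 0.868), Bbc3 of -0.00 (standard error 0.24, adjusted p = 0.999) and Perp of 0.15 (standard error 0.13, adjusted p = 0.883). By edgeR, 0 of these 7 genes passed an adjusted p of 0.05, while DESeq2 called Eda2r past the cutoff (log2 fold change -2.49, standard error 0.58, adjusted p = 0.0300 from DESeq2). Outside these 7, Cdkn1a passed by edgeR (log2 fold change -2.91, adjusted p = 0.0155) and Aen did not (log2 fold change -0.73, adjusted p = 0.569). Within the first series of library numbers, the log2 ratios of the means were -2.83 for Eda2r, -1.01 for Phlda3, -0.58 for Ccng1, -0.34 for Bax, -0.16 for Mdm2, 0.15 for Bbc3 and 0.13 for Perp. Eda2r, Phlda3, Ccng1 and Mdm2 were chosen from the target list after their values were seen.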

In other words, even low levels of WT p53 are protective against liver tumorigenesis. In other tumor models, a neomorph p53 allele which expresses about 7% of the WT p53 protein produced significant protection in survival when compared with *Trp53^−^^/^^−^* animals (50).

In our model, males lacking p53 in hepatocytes (LP^fl/fl^) had a higher incidence of premalignant lesions than mice with p53R245W. However, only a few of these lesions progress to carcinomas. In contrast, 55% animals of males with p53R245W (LP^245/fl^) had premalignant lesions, and 45% progressed to carcinomas, indicating strong GOF mechanisms of R245W. We speculate that this GOF may lower the cell death in the liver, blocking the signals for compensatory proliferation in premalignancy, and hence lowering the incidence of premalignant lesions. However, once premalignant lesions are formed, then p53R245W-mediated GOF properties contribute to increased malignancy and tumor progression.

Females with *Trp53* loss had higher tumor incidence in the liver than those with a mutant p53, and as abovementioned, we speculate that GOF properties may lower the cell death in the tissue, blocking the need for proliferation in premalignancy, and hence lower incidence of premalignant lesions. These observations also suggest that cell death mechanisms induced in females must be relatively weaker than in males, hence lowering tumor incidence in p53R245W females. For example, due to estrogen levels, females are significantly more protected than males to undergo ferroptotic cell death (51).

The *TP53* transcription factor is involved in response to stressors such as DNA damage, oxidative stress, inflammation, oncogenic growth, and metabolic challenges. While p53-dependent DNA damage response has been well annotated, how different p53 alterations specifically in liver cells respond to metabolic challenges remain to be explored. In this study, we discovered that p53R245W displays both IE and GOF function *in vivo*. However, it is the p53R245W GOF properties that contribute to increased carcinoma initiation, progression, tumor transdifferentiation, and metastasis.

## Supplementary Material

Supplementary Figure 1 Transcriptome analyses of the liver under metabolic challenges Click here for additional data file.

Supplementary Figure 2 Tumor free survival curves of animals fed a regular or HFCD diet Click here for additional data file.

Supplementary Figure 3 The status of the WT p53 allele in 19 tumors with LP245/+ genotype Click here for additional data file.

Supplementary Figure 4 Kaplan-Meier survival curves for animals with indicated genotypes Click here for additional data file.

Supplementary Table 1 A list of genotyping and RT-qPCR primers that were used in this study Click here for additional data file.

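The table gives, for each gene, the normalized read counts of the 3 LP+/+ (A), 2 LPfl/+ (B) and 3 LP245/+ (C) livers, the slope over the genotypes and its R². Its low values are whole multiples of one step per liver, which gives back each liver's size factor and the number of reads behind a value. Over the 140 genes as used here, the reads recovered this way were 1.03 times the deposited counts in the median gene, higher for 108 genes, lower for 28 and equal for 4. For Cdkn1a, the paper's slope in this table is -79.3, with mean normalized counts of 183 in LP+/+, 94.9 in LPfl/+ and 24.3 in LP245/+ livers. For Aen, the paper's slope is -77.9, with means of 405, 330 and 249. The median R² of the 140 genes, recomputed from the deposited counts, was 0.688.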

Supplementary Table 2 141 genes that had a descending slope >1 and determination correlation coefficient R2 value >0.6 Click here for additional data file.

Supplementary Table 3 Gene names, E-value, and motif diagrams from the MEME MAST analysis of 141 DEGs from Supplementary Table 2 examined for p53 response elements in 10KB upstream of the start site Click here for additional data file.

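MAST scores each upstream sequence against a matrix of the p53 response element and reports the best arrangement of matches, and the E value is the number of sequences in a random set of the same size that would be expected to score as well. A gene with an E value above 1 therefore scores no better, taken alone, than chance would give somewhere in such a set. For the genes as a set, about 9.5 would be expected up to the highest E value of 9.5, where 108 are listed. The paper also reports far fewer response elements among as many random genes. The motif diagram shows the strand and position of each match along the scanned sequence. All 108 identifiers of the table, which are Ensembl gene identifiers, were found among the genes of the count table, so each can be set beside its read counts.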

# Supplementary material for: p53R245W Mutation Fuels Cancer Initiation and Metastases in NASH-driven Liver Tumorigenesis
**Source:** Cancer Res Commun. 2023 Dec 29;3(12):2640–52. doi: 10.1158/2767-9764.CRC-23-0218
**Supplement:** Supplementary Figure 1 — Transcriptome analyses of the liver under metabolic challenges

Supplementary Figure 1

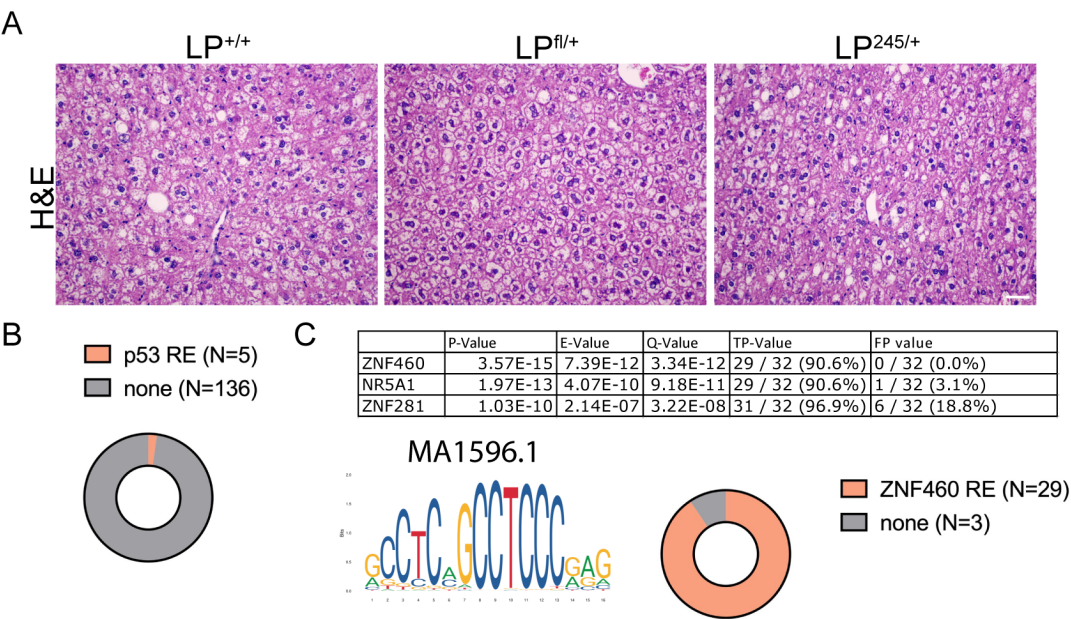

**Supplementary Figure 1: Transcriptome analyses of the liver under metabolic challenges**

A. Representative H&E from liver of animals from LP<sup>+/+</sup>, LP<sup>fl/+</sup>, and LP<sup>245/+</sup> after being 3 months on HFCD diet. Scale bars, 200  $\mu$ m. B. Proportion of randomly selected 141 genes with p53 response element regulated by p53 using MEME MAST. C. Prediction of transcription factor upstream of the IE genes from Figure 2H using MEME SEA. TP-Value, true positive value; FP Value, false positive value.

# Supplementary material for: p53R245W Mutation Fuels Cancer Initiation and Metastases in NASH-driven Liver Tumorigenesis
**Source:** Cancer Res Commun. 2023 Dec 29;3(12):2640–52. doi: 10.1158/2767-9764.CRC-23-0218
**Supplement:** Supplementary Figure 2 — Tumor free survival curves of animals fed a regular or HFCD diet

## Supplementary Figure 2

A

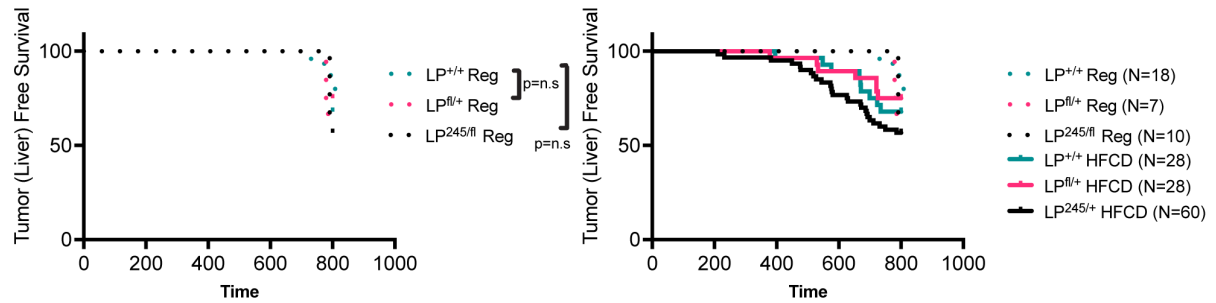

B

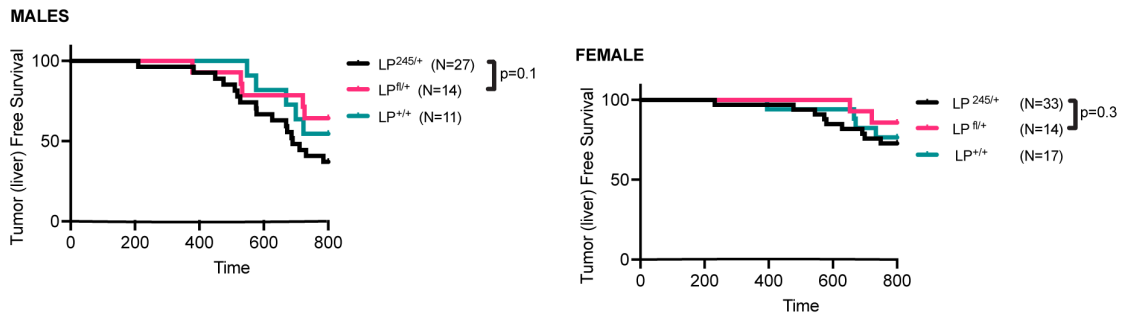

C

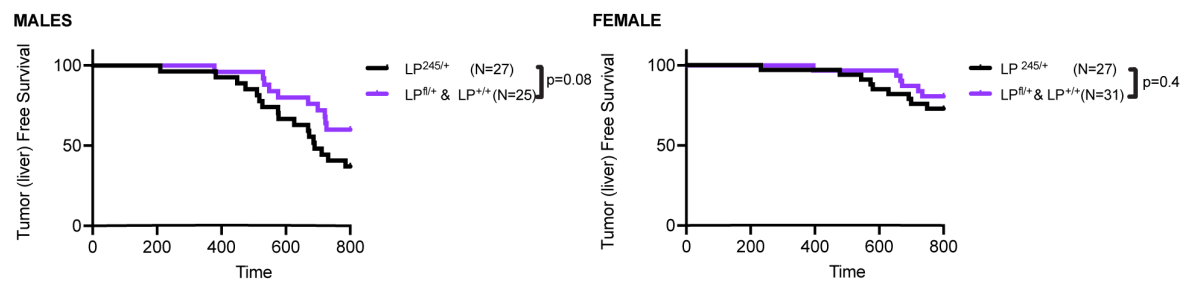

## Supplementary Figure 2: Tumor free survival curves of animals fed a regular or HFCD

**diet.** A. Kaplan-Meier tumor free survival curves for animals with indicated genotypes with hepatocellular adenomas and carcinomas in all animals fed regular diet or HFCD diet as indicated. B-C. Kaplan-Meier tumor free survival curves for animals with indicated genotypes with hepatocellular adenomas and carcinomas in all animals split by gender.

# Supplementary material for: p53R245W Mutation Fuels Cancer Initiation and Metastases in NASH-driven Liver Tumorigenesis
**Source:** Cancer Res Commun. 2023 Dec 29;3(12):2640–52. doi: 10.1158/2767-9764.CRC-23-0218
**Supplement:** Supplementary Figure 3 — The status of the WT p53 allele in 19 tumors with LP245/+ genotype

Supplementary Figure 3

GAACCGCCGAC WT p53  
GAAC**T**GC**G**AC p53R245W

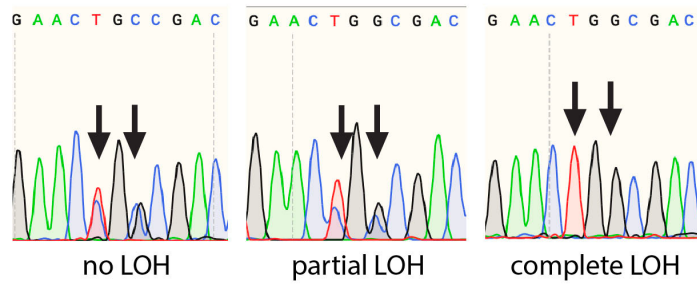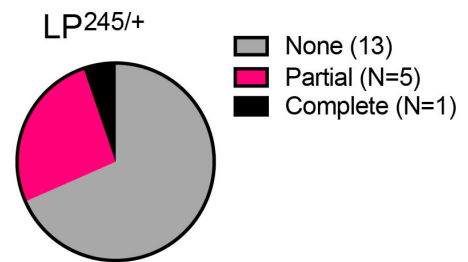

**Supplementary Figure 3: The status of the WT p53 allele in 19 tumors with LP<sup>245/+</sup> genotype.**

How the deposited data were processed for this re-analysis (not part of the article)

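RNA of 8 mouse livers was measured by sequencing, 3 LP+/+, 2 LPfl/+ and 3 LP245/+ males after 3 months on HFCD. The authors deposited read counts per gene without normalization, made from stranded total RNA libraries and paired-end reads by alignment to GRCm38 with STAR and counting by STAR on a GENCODE annotation. The values are whole numbers for 49585 genes, with between 26304526 and 31370714 counts per liver. All 8 columns were matched to a sample label, and 0 columns were left unmatched. A count of 3 was taken as the floor of detection. Gene symbols, types and positions were taken from the GENCODE M21 annotation of GRCm38, which left 259 identifiers without a symbol.

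Differences were tested with edgeR 4.0.16 (quasi-likelihood F test, TMM normalization, filterByExpr with the genotypes as groups) under R 4.3.3, and all 8 livers were fitted together. P-values were adjusted by the Benjamini-Hochberg method over the 16496 genes tested, and the cutoff of the paper was used, an absolute log2 fold change of at least 1 and an adjusted p of at most 0.05. The comparisons were LP245/+ with LP+/+, LPfl/+ with LP+/+, LP245/+ with LPfl/+, and a trend over the genotypes coded 1, 2 and 3. Slopes and R² were computed by least squares on counts divided by DESeq2 size factors (DESeq2 1.42.0), over the 8 livers, with the thresholds of the paper. Gene lists for 8 pathways were written by hand before the counts were seen and tested with camera of limma 3.58.1 on voom-transformed counts, with an inter-gene correlation of 0.01, and the result of 1 of the lists is not reported here. Fisher's exact test compared the p53 list with the descending genes, among genes with a mean normalized count at least as high as the lowest descending gene. Single genes were also tested by permuting the livers between the genotypes in all 560 arrangements. The figure was drawn with Python 3.11.15 and matplotlib 3.10.9.

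The methods were tested on simulated data before use. Of 200 genes changed in simulated counts, 198 were recovered past the cutoff with 1 false call, and of 100 genes simulated to fall along the genotypes, 99 were recovered by the trend test and 97 by slope and R². With no difference simulated, 0 genes passed the cutoff. Genes were named by a rule set in advance: those the paper names, the genes past the cutoff whose genotypes do not overlap, the 10 descending genes with the highest R², and C1s2 and C1rb from Supplementary Table S2. Genes outside the rule are described as chosen after their values were seen.

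Alternatives covered DESeq2 in place of edgeR, other size factors, no filter and a stricter filter of at least 10 counts in every liver, only the 2 groups compared, no fold-change cutoff, the replicate number as a block, the series of library numbers as a covariate, each liver left out in turn, group averages and other thresholds and scales in the regression, and fgsea 1.28.0, a rotation test, an estimated inter-gene correlation and Reactome pathways in place of camera on the lists. The labels give replicate numbers, but neither the labels nor the paper pair animals by them, so the livers were analysed as unpaired. The search for p53 response elements and the Hallmark gene sets were left out, because the genome sequence and the sets were not used here.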

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

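The tests in this part of intronic reads, library size, gene length, clock genes in antiphase and neighbouring genes were chosen only after the result was seen.

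The library numbers, which the paper does not discuss, separate the livers. With genotype in the model, 176 of 16496 genes differed between the 2 series of library numbers with an adjusted p of at most 0.05 from edgeR, 126 higher and 50 lower in the second, and 1646 at an unadjusted p under 0.05. Because LPfl/+ livers are only in the second series and LP245/+ livers only in the first, this difference rests on LP+/+ replicate 1 against LP+/+ replicates 2 and 3. Among genes chosen after their values were seen, LP+/+ replicates 1, 2 and 3 had 3659, 285 and 210 counts of Sqle, 122, 8964 and 17190 of Cyp4a14, 15324, 331 and 226 of Mup14 and 2301, 1 and 2 of Moxd1. The LPfl/+ livers of the same series as replicate 1 had 500 and 581 counts of Sqle, 2268 and 1174 of Cyp4a14, 1419 and 3717 of Mup14 and 4 and 39 of Moxd1, so for these 4 genes no other liver of its series comes near the value of replicate 1. Over all 8 libraries, the share of counts on intronic gene models overlapped between the series (exact permutation test, 2-sided, p = 0.232), as did the total counts (exact permutation test, p = 0.25, where 3 against 5 libraries allow 0.0179 at the smallest), and the series difference hardly followed gene length (Spearman rho 0.0358). Among the LP+/+ livers, on which the difference rests, replicate 1 had the highest intronic share (0.115% against 0.0944% and 0.104%) and the lowest total (28500707 against 30331374 and 31370714 counts), so these tests do not rule out intronic reads or library size for the 176 genes as a whole. A batch of library preparation was not separated from a difference of 1 animal, since the LPfl/+ livers also differ in genotype, and Cyp4a14 was lower in all 3 livers of the second series than in the 5 of the first. No biological explanation was tested.

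C1s2 stands out in a genotype rather than between genotypes, with 358 counts in LP245/+ replicate 1 against 2 and 2 in replicates 2 and 3, and between 385 and 663 in the other 5 livers. The neighbouring C1rb had 10, 0 and 1 counts in the LP245/+ livers and between 18 and 44 in the others. A segregating haplotype is a candidate explanation of genes on in some livers and off in others. Among 38 genes with at least 50 normalized read counts in some livers and at most 2 in others, 3 of 6 pairs within 1 Mb shared the livers in which they were off, against a mean of 0.23 pairs after shuffling (permutation test over genes, 2-sided, p = 0.0011). Neither C1s2 nor C1rb is among the 38, since the thresholds leave both out, so that test does not bear on them, and the sequences that would separate a variant from reads shared with its paralogs were not analysed here. Without LP245/+ replicate 1, the log2 fold change of C1s2 in LP245/+ compared with LP+/+ was -8.01, against -2.15 with all livers.

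Clock genes, outside those the paper discusses, differed between livers. Across the 8 livers, the mean of 9 clock genes of the Dbp phase and that of 5 of the Arntl phase had a correlation of -0.98 (r = -0.979, exact permutation test adjusted over 2 relations, p = 4.96e-04; Spearman rho -0.952). Without the 2 livers farthest out, r was -0.938, and within the first series -0.988. The time of day of collection is a candidate explanation, which this test does not separate from another shift of the clock. The mean of the Dbp phase was 0.98 higher on the log2 scale in LP245/+ than in LP+/+ livers (exact permutation test, 2-sided, p = 0.2, where 0.1 is the smallest). With this mean as a covariate, chosen after the clock genes were seen, the log2 fold change of Cdkn1a was -2.48 (standard error 0.32, adjusted p = 0.178 from edgeR), 85.2% of that without it, and the p53 targets stayed lower, with a mean of -0.39 and 39 of 52 lower (adjusted p = 8.8e-09 from limma's camera). With the covariate, 1 gene passed the cutoff, Gm42047 (log2 fold change -4.39, adjusted p = 0.0442 from edgeR), and 543 genes had an unadjusted p under 0.05.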

How the results depend on the processing

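Of 590 alternative values, 485 kept the direction and the side of the threshold of the reported result. For the headline results, 89 of 138 alternative values did. The p53 targets in LP245/+ compared with LP+/+ stayed lower under all alternatives run, with adjusted p between 6.8e-09 and 0.0343, and between 1.4e-08 and 1.1e-04 with each liver left out in turn. The log2 fold change of Cdkn1a in that comparison was between -2.93 and -2.48, and between -3.09 and -2.68 with a liver left out.

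The number of genes past the cutoff depended on the method. Without the filter on low counts, 20, 14 and 122 genes passed in LP245/+ with LP+/+, LPfl/+ with LP+/+ and LP245/+ with LPfl/+, and with DESeq2 10, 9 and 56 did, with 6 along the trend. With the series of library numbers as a covariate, 3, 3 and 10 genes passed, and with only the 2 groups compared, 51 in LP245/+ with LPfl/+. With the replicate number as a block, 0 genes passed in LP245/+ with LP+/+ (884 at an unadjusted p under 0.05) and 0 fell along the trend (303 falling at an unadjusted p under 0.05). Same-numbered livers of different genotypes were no more alike than others, with a mean correlation of -0.03 over 7 pairs against 0.01 over 14, which gives no ground for a pairing. With each liver left out, the counts ran from 0 to 5 in LP245/+ with LP+/+ (953 and 1131 at an unadjusted p under 0.05 where 0), from 0 to 59 in LPfl/+ with LP+/+ (at least 704 where 0), from 0 to 47 in LP245/+ with LPfl/+ (at least 1208 where 0) and from 0 to 1 along the trend (at least 209 falling where 0). Leaving out an LPfl/+ liver gives no value for the comparisons with LPfl/+, since 1 liver remains. The cause was not tested.

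The number of descending genes by slope and R² was 3479 on group averages, 515 with R² above 0.5, 98 with R² above 0.7, and from 309 to 565 with each liver left out. A line through fewer points passes the same R² more easily. A higher number on averages or with a liver left out therefore needs no single animal to explain it. Whether single animals add to the rise was not tested. The p-value of descending genes near Trp53 changed from 1 to 0.479 within 10 Mb and 0.119 over chromosome 11, where the odds ratio turned above 1 (1.29 and 1.40, with 6 and 26 of 251 genes).

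Of the 8 pathway lists, 4 passed the threshold, and 1 with an estimated inter-gene correlation, while 13 of 692 Reactome pathways passed (108 at an unadjusted p under 0.05). The p53 targets in LPfl/+ compared with LP+/+ had adjusted p of 0.154 with an estimated correlation, 0.116 with the rotation test and 0.0512 with the series as a covariate, in a range from 1.1e-05 to 0.154. In LP245/+ compared with LPfl/+ they passed the threshold with fgsea (adjusted p = 0.0191, permutation of genes) and with the series as a covariate (adjusted p = 0.0339 from limma's camera), in a range from 0.0191 to 0.522. The cause was not tested.

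Among the reported results, directions reversed for 3 genes and 4 lists, most of them close to no change. The interferon genes were not close to it, being lower in LP245/+ with all livers (mean log2 fold change -0.17). The log2 fold change of Bbc3 in LP245/+ with LP+/+ was 0.0082 with the block and 0.16 with the series, and from -0.17 to 0.16 with a liver left out (0.16 without LP+/+ replicate 1 and 0.14 without LP245/+ replicate 1). That of Krt19 was -0.15 with the series and -0.0015 with DESeq2, and from -0.15 to 0.12 with a liver left out (-0.0018, -0.0019 and -0.04 among them), and that of Fscn1 from -0.021 to 0.34. MYC targets turned higher with fgsea (adjusted p = 0.645, permutation of genes) and on the signal-to-noise ratio (0.998). They also turned higher without a liver (0.588, 0.366 and 0.632, with adjusted p with a liver left out from 0.0228 to 0.825). EMT genes had a mean log2 fold change of 0.04 with all livers, but camera gave their direction as lower. That direction turned on the signal-to-noise ratio (0.998) and without a liver (0.402, 0.711 and 0.470, from 0.0458 to 0.825). With the series as a covariate, the direction of EMT genes stayed lower and their mean turned to -0.07. Cholesterol genes turned higher with the series (adjusted p = 2.7e-08 from limma's camera) and without LP+/+ replicate 1 (2.6e-08) or LP245/+ replicate 2 (0.903), which are also the lowest and highest with a liver left out. Interferon genes turned higher without LP+/+ replicate 2 (0.402; from 1.2e-10 to 0.402). Beyond these, 32 other results changed: 16 weaker, 16 stronger. The alternatives for the search for p53 response elements were not run.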

Differences from the paper's values

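The paper counts 141 genes by slope and R², and 251 were found here. Of the alternatives set before the data were examined, R² above 0.7 gave 98 genes, within 1.5 times the paper's number, and the others did not come within it, with 3479 on group averages, 231 with TMM or library-total scaling, 215 with a mean normalized count of at least 10, 222 with edgeR's filter, 515 with R² above 0.5, 277 with any negative slope, 292 on the log2 scale and from 309 to 565 with a liver left out. With the size factors recovered from Supplementary Table S2, chosen after seeing the values, 181 genes passed, which is within it.

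The paper describes MYC and EMT sets as enriched in LP245/+ livers, where the lists used here both had an adjusted p of 0.942 from limma's camera, and no setting called them higher in LP245/+ than in LP+/+. EMT genes passed the threshold as lower with the series of library numbers as a covariate (0.0441) and without LP+/+ replicate 1 (0.0458), and MYC targets as lower without LP245/+ replicate 3 (0.0228). The paper describes cholesterol homeostasis as higher in LP+/+ livers, where the list had an adjusted p of 0.361 from limma's camera and passed the threshold as lower in LP245/+ with fgsea on the edgeR statistic (0.0485, permutation of genes), without LP+/+ replicate 2 (0.0398) and without LP+/+ replicate 3 (2.6e-05). The legend of Fig. 2F names Cdkn1a and Aen as the top pair by R², where Cdkn1a was at position 2 and Aen at position 4 of the 251 genes, and on the log2 scale at positions 3 and 2. The R² of Aen is about 0.87 in Fig. 2F, read by eye, and 0.927 in Supplementary Table S2, against 0.922 here.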

Other observations

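The tests in this part of arrangements within the series, of p53 targets among the descending genes, of p53 and pathway lists over splits, of male and female liver genes and of Supplementary Table S2 were chosen only after the result was seen.

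Other arrangements of the livers show how much the grouping alone gives. Of the 560 arrangements of the 8 livers into groups of 3, 2 and 3, the 72 that part same-numbered livers as the real one does were compared with it, instead of a draw of 100, and so were the 30 that keep each group's livers per series. As many as 251 descending genes appeared in 33 of the 72 (median 246.5) and 8 of the 30 (median 222), so the number of genes is no more than other groupings give. As many as 2 genes fell along the trend in 3 of the 72 and 1 of the 30, the real one included. As many as 6 p53 targets were among the descending genes in 1 of the 72, the real arrangement, and in 2 of the 30, of which the other gave 8. The number of descending genes is therefore no evidence of a p53 effect by itself, and the p53 targets among them were rarer in the other arrangements of the 72. Within the series, the arrangement with 8 targets had 202 descending genes. It kept the LP245/+ livers together and only exchanged LP+/+ replicate 1 with LPfl/+ replicate 2, so it holds most of the real contrast. The exchange with LPfl/+ replicate 1 gave 5 targets. Arrangements within the series that moved an LP245/+ liver gave at most 2. Within the series the targets thus went with the LP245/+ livers, which does not test the order of LP+/+ and LPfl/+.

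For LP245/+ and LP+/+, 4 splits of the 6 livers part all same-numbered pairs, too few for a share under 0.05. As many as 1 gene past the cutoff appeared in 3 of these 4 splits and 6 of all 10, and as many as 4 pathway lists in 3 of the 4 and 7 of the 10. The p53 targets had their smallest p in the real split, 1 of 4 and 1 of 10, and p from limma's camera was also small in other splits, down to 7.8e-04, so its size alone is no measure of chance.

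The single gene past the cutoff was not near Trp53, with 0 of 1 within 20 Mb against 570 of the 16453 genes with a position (Fisher's exact test, 2-sided, p = 1), where 1 gene could have reached 0.0346. Of the 251 descending genes, 8 lay within 20 Mb of Trp53 (odds ratio 0.952, Fisher's exact test, 2-sided, p = 1). With the series of library numbers as a covariate, the number of genes past the cutoff in LP245/+ compared with LP+/+ rose from 1 to 3, with Cdkn1a among them (log2 fold change -2.83, adjusted p = 0.0120 from edgeR), so the series does not account for the call of Cdkn1a.

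The means of 12 male-biased and 4 female-biased liver genes were not related across the 8 livers (r = -0.04, exact permutation test adjusted over 2 relations, p = 0.925). With 4 female-biased genes, this does not rule out a coordinated shift: among genes chosen after their values were seen, Cyp2a4 and Hao2 had normalized read counts of 0 and 1 in LP+/+ replicate 1, where the male-biased mean was high (0.605), and of 148 and 404 in LP+/+ replicate 2, where it was low (-0.846). All livers had between 2914 and 3770 counts of Ddx3y and between 0 and 25 of Xist.

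The reads recovered from Supplementary Table S2 equalled the deposited counts in 20.1% of values, so another normalization alone does not account for the difference between them. No biological explanation was tested.

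In LP245/+ compared with LP+/+ livers, the log2 fold change was -0.49 for Cxcr4 (adjusted p = 0.883 from edgeR), 0.14 for Fscn1 (0.947), -0.48 for Mki67 (0.795) and 0.01 for Krt19 (0.997), genes the paper measures in other experiments.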
